# Omega-3/Omega-6 Long-Chain Fatty Acid Imbalance in Phase I Retinopathy of Prematurity

**DOI:** 10.3390/nu14071333

**Published:** 2022-03-23

**Authors:** Zhongjie Fu, Wenjun Yan, Chuck T. Chen, Anders K. Nilsson, Edward Bull, William Allen, Jay Yang, Minji Ko, John Paul SanGiovanni, James D. Akula, Saswata Talukdar, Ann Hellström, Lois E. H. Smith

**Keywords:** retinal vessel, retinal neuron, retinopathy of prematurity, LCPUFA, adiponectin, hyperglycemia

## Abstract

There is a gap in understanding the effect of the essential ω-3 and ω-6 long-chain polyunsaturated fatty acids (LCPUFA) on Phase I retinopathy of prematurity (ROP), which precipitates proliferative ROP. Postnatal hyperglycemia contributes to Phase I ROP by delaying retinal vascularization. In mouse neonates with hyperglycemia-associated Phase I retinopathy, dietary ω-3 (vs. ω-6 LCPUFA) supplementation promoted retinal vessel development. However, ω-6 (vs. ω-3 LCPUFA) was also developmentally essential, promoting neuronal growth and metabolism as suggested by a strong metabolic shift in almost all types of retinal neuronal and glial cells identified with single-cell transcriptomics. Loss of adiponectin (APN) in mice (mimicking the low APN levels in Phase I ROP) decreased LCPUFA levels (including ω-3 and ω-6) in retinas under normoglycemic and hyperglycemic conditions. ω-3 (vs. ω-6) LCPUFA activated the APN pathway by increasing the circulating APN levels and inducing expression of the retinal APN receptor. Our findings suggested that both ω-3 and ω-6 LCPUFA are crucial in protecting against retinal neurovascular dysfunction in a Phase I ROP model; adequate ω-6 LCPUFA levels must be maintained in addition to ω-3 supplementation to prevent retinopathy. Activation of the APN pathway may further enhance the ω-3 and ω-6 LCPUFA’s protection against ROP.

## 1. Introduction

Retinopathy of prematurity (ROP) is a common complication of premature birth and a leading cause of blindness in children worldwide [1]. ROP, a two-phased disease, occurs in premature infants born with an incompletely vascularized retina. In Phase I ROP, vessels do not grow and the retina becomes hypoxic causing uncontrolled vascular growth (Phase II ROP). Current treatments controlling oxygen-regulated factors such as vascular endothelial cell growth factor (VEGF) focus on the late vision-threatening uncontrolled retinal vessel growth (Phase II ROP) [2,3,4]. However, the underlying problem of delayed retinal vascular development, which initiates the disease, remains unaddressed. A major (understudied) risk factor for ROP is perinatal hyperglycemia [5,6,7,8,9,10,11,12].

In the last two decades, clinical investigations have shown that postnatal hyperglycemia in the first few weeks of life, independent of oxygen, is strongly associated with ROP. Hyperglycemia commonly occurs in ~80% of preterm infants with a birth weight of less than 750 g and ~45% with a birth weight of less than 1000 g [13]. Infants with hyperglycemia are also smaller and more immature than those with normoglycemia [13]. Low gestational age is associated with hyperglycemia in extremely low birth weight infants in the first 2 weeks of life, and hyperglycemia increases the incidence of ROP [14]. Each 10 mg/dL increase of mean blood glucose correlates with an increased ROP risk [7]. Infants with ROP also experience more days of hyperglycemia. A higher number of mean days of hyperglycemia significantly associates with ROP [8]. Hyperglycemia in the first week of life is independently associated with ROP after adjustment for gestational age, oxygen, respiratory support, and poor weight gain [10]. The frequency of hyperglycemia in infants with ROP is six times higher than those without ROP [6]. Hyperglycemia during the first 10 and 30 days of life also predicts ROP severity [12]. However, experimental investigations of hyperglycemia on ROP progression are lacking, because the commonly used oxygen-induced retinopathy model mimics the oxygen-regulated aspects of ROP but not the hyperglycemic aspect. In order to better understand the role of hyperglycemia in retinal vascular development, we recently established a mouse model of hyperglycemia-associated Phase I retinopathy with suppression of normal vascular development. Neonatal hyperglycemia is induced through daily administration of streptozotocin (STZ) from postnatal day 1 to 9 [15]. Induction of postnatal hyperglycemia delays retinal vascularization, modeling Phase I ROP. There are limitations to this model. As hyperglycemia starts around P8 when the superficial vascular net has almost completely formed. Thus we do not see delayed development in the superficial network formation but only in the deep retinal vessel growth, which follows the superficial vascular formation in mice (and also in human). We found that VEGF was not the primary driver of the vessel growth delay in hyperglycemia-associated Phase I retinopathy, suggesting additional evidence of other growth factors involved in ROP pathogenesis. Another limitation is that our model only reflects hyperglycemia resulting from insulin deficiency but not insulin resistance which is also found in premature infants [16].

In premature infants, there is a lack of both ω-3 and ω-6 LCPUFA (docosahexaenoic acid, DHA, and arachidonic acid, AA) normally transferred from the mother to the fetus in utero during the third trimester [17,18]. Several clinical studies evaluated the effects of supplementing DHA on the development of ROP and visual function in premature infants. However, the results were inconsistent. In some ROP studies, supplementing premature infants with a fish-oil containing lipid emulsion (rich in ω-3 LCPUFAs) vs. soybean oil (rich in ω-6 linoleic acid) or olive oil-based lipid emulsion (rich in oleic acid) reduced the risk for severe ROP [19,20,21]. Preterm infants receiving a mixed oil lipid emulsion with fish oil vs. an olive oil emulsion had the same incidence of any ROP or severe ROP [22]. Hellström et al. found that adequate AA levels are needed for DHA protection against severe ROP [23].

With respect to visual function, supplementing premature infants with formula at 0.32% DHA and 0.64% AA of total fatty acids improved visual acuity at 12 months of age [24]. However, increasing DHA to 0.64% or 0.96% (with 0.64% AA supplementation) was not associated with additional improvement of visual acuity [24]. Premature infants receiving human milk from mothers ingesting tuna oil (rich in ω-3 DHA and eicosapentaenoic acid EPA) vs. soy oil (rich in ω-6 linoleic acid), or receiving formula supplemented with high DHA (1% DHA vs. ~0.3% DHA), had better visual acuity at 4 months corrected age [25]. In another study, very preterm infants supplemented with human milk with 1% DHA vs. 0.2–0.3% DHA in the first months of life did not have an improved visual function at 7 years of age [26]. The reasons behind these inconsistent observations have yet to be uncovered. A better understanding of the role ω-3/ω-6 LCPUFAs in retinal development will help determine the most effective lipid intervention for protection against ROP in premature infants.

Our previous studies demonstrated that low APN levels in premature infants correlated with delayed retinal vascularization in Phase I ROP [15]. APN mediates the protective effects of ω-3 LCPUFA against retinal vascular pathology in mice modeling proliferative retinopathy [27,28]. ω-3 LCPUFA also further increases APN levels [28,29]. The ω-3 LCPUFA DHA and ω-6 LCPUFA AA are essential lipids and critical for the growth and function of the brain, retina, and vascular system [30,31]. In this study, we evaluated the relationship between APN and retinal lipid composition as well as the ω-3/ω-6 LCPUFA balance as they relate to normal retinal vascularization in Phase I ROP.

In this study using the hyperglycemia-associated Phase I ROP model, we investigated the role of ω-3 LCPUFA in retinal development with diets enriched with either ω-3 or ω-6 LCPUFA lipids (ω-3 diet with 1% DHA plus 1% EPA and no AA, vs. ω-6 diet with 2% AA and no DHA or EPA) to expand our current knowledge of retinal LCPUFA imbalance in retinal neurovascular disorders. We also found a large change in retinal LCPUFA content in APN-deficient mice with Phase I ROP.

## 2. Materials and Methods

### 2.1. Study Approval

All animal studies adhered to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee at Boston Children’s Hospital (19-04-3913R).

### 2.2. Neonatal Mouse Model of Hyperglycemia-Associated Phase I ROP

In the mouse hyperglycemia-associated retinopathy model (referred as Phase I ROP through the text) with delayed retinal vascularization, hyperglycemia was induced with STZ (50 mg/kg) administered intraperitoneally daily from postnatal day P1 to P9 as previously described [15]. STZ-treated mice vs. non-STZ-treated mice had lower body weight which can affect retinal vascular development. Therefore, the litter size in the STZ-treated group was limited to six pups vs. non-STZ-treated (eight to nine pups per litter) mice to achieve equal weight gain [15]. Intravitreal injection of STZ has no direct impact on retinal vessel growth [15]. In mouse retinas, the superficial layer forms from P1 to P10, the deep layer from P8 to P12, and the intermediate layer from P14 to P20, each of which grows from the central to the peripheral retina [32]. At P10, the mice were euthanized with ketamine/xylazine and retinas were collected. Blood samples were collected for serum. Body weight and blood glucose levels were recorded. Both female and male pups were used.

For dietary LCPUFA supplementation, C57BL/6J nursing dams and pups (wild-type (WT)) and APN-deficient (*Apn^−/−^*) mice (Jackson Laboratory, #008195, backcrossed to C57BL/6J for 11 generations) were fed with completely defined isocaloric rodent feeds with 10% (*w*/*w)* high oleic safflower oil containing either 2% ω-3 LCPUFAs (1% DHA and 1% EPA) or 2% ω-6 LCPUFAs (AA, control for ω-3) from birth or P6 [27,28,33,34,35]. The DHA, EPA, and AA oils were from DSM (Heerlen, The Netherlands) and the customized feed was produced at Research Diets, Inc. (New Brunswick, NJ, USA) The diet number and the composition of the feed is shown in Table S1. The dietary fatty acid compositions were quantified to confirm the ω-3 and ω-6 diet quality (data not shown) using the same methods for retinal lipid composition analysis described below. ω-3- and ω-6-enriched diets with all other nutrients defined were compared. The retinal ω-3 and ω-6 lipid composition in the pups reflects the mother’s dietary intake of lipids, as we have previously reported [33].

### 2.3. Quantification of Retinal Vasculature

The retinas were stained with fluorescent Griffonia/Bandeiraea simplicifolia Isolectin B4 (10 μg/mL in 1 mM CaCl_2_ in phosphate buffered saline (PBS), Molecular Probes, I21413) overnight at room temperature. To quantify the retinal vascular network, 4–5 images between the optic nerve head and the leading edge of vessels in the deep and superficial vascular layers were taken at 200× magnification on a Zeiss AxioObserver Z1 microscope as previously described [15]. The images were then analyzed in Image J. The background staining was cleaned manually first and the image was converted to 8-bit. The retinal vascular network was analyzed using the Angiogenesis analyzer plugin. The number of meshes and total vessel length per field were compared between groups. 

### 2.4. Single-Cell Transcriptomics 

Retinas from Phase I ROP (*n* = 3 mice) vs. vehicle PBS- (*n* = 3 mice) treated, or ω-3 (*n* = 2 mice) vs. ω-6 (*n* = 3 mice) diet-fed C57BL/6J mouse littermates from the hyperglycemia-associated Phase I ROP model were carefully dissected with their anterior segment and retinal pigment epithelium cells removed. Retinal single-cell suspensions were prepared using the Worthington papain dissociation system following the manufacturer’s protocol [36,37]. A retinal cell barcoded library was prepared at the Single Cell Core at Harvard Medical School (HMS) [38,39], sequenced at the Biopolymer Facility at HMS, and aligned to the mouse genome at the Harvard Chan Bioinformatics Core. 

Sequencing of the libraries was conducted at the HMS Biopolymer Facility using an Agilent 4200 Tapestation instrument as previously described [40]. A corresponding Agilent High Sensitivity D1000 ScreenTape assay was used to visualize the libraries and check that the size and concentrations of the libraries matched the expected product. The functional concentration was confirmed with qPCR with the KAPA Library Quantification kit, which uses primers complementary to the sequencing flowcell oligos. All samples were normalized in equimolar ratio for one final pool, using molarity values from the Agilent High Sensitivity D1000 ScreenTape assay. The pool was denatured and loaded (at 2.5 pM) onto an Illumina NextSeq 500 instrument, with a High-Output 75-cycle kit to obtain paired-end reads (read 1 = 61 cycles; Read 2 = 14 cycles). The basecall files were then demultiplexed using the Harvard BPF Genomics Core’s pipeline as previously reported [41]. Reads were processed with the inDrop v3 pipeline implemented in bcbio-nextgen version 1.2.4-76d5c4b. Dual cellular barcodes, sample barcodes, and UMIs were identified using umis [42]. Cells with fewer than 500 total reads assigned to them were excluded from further analysis. Reads were assigned to Mus musculus transcripts (GRCm38 (mm10) release M23) using Rapmap [43] and counts of reads per transcript per unique UMI were generated for each cell. The generated gene count matrix was used for subsequent analysis. Raw data were deposited at Gene Expression Omnibus (GEO) and can be accessed with accession number GSE198785.

The downstream clustering analysis was performed using R package ‘Seurat’ (version 3.2.2) [44], genes and cells were filtered so only cells with more than 300 genes detected or genes expressed in more than 10 cells were kept. The filtered gene count matrix was log normalized with a scale factor of 10,000 to generate the gene expression matrix. The top 2000 high variable genes (HVGs) were selected using the ‘vst’ method from the Seurat function FindVariableFeatures. The gene expression matrix was scaled and principal component analysis was performed on all the HVGs of the scaled data and the top 100 principal components were computed. The first 75 principal components were used for clustering and UMAP visualization. Computed cell clusters at a resolution of 0.2 were assigned into major cell classes in the retina based on canonical markers [45]. Differentially expressed genes were identified using ‘MAST’ methods (MASTClassic) [46]. 

The gene enrichment analysis was performed using the ‘enrichGO’ function from R package ‘clusterProfiler’ and the mouse annotation database ‘EnsDb.Mmusculus.v79’. The *p*-value was adjusted using the Benjamini—Hochberg method with a cutoff of 0.05 on the enrichment tests. 

### 2.5. Real-Time PCR

RNA was prepared from mouse retinas as we previously reported [15,27]. Retinas were lysed with QIAzol lysis reagent and 20% chloroform was added to promote the separation of RNA from DNA and protein. RNA was extracted using a PureLink^®^ RNA Mini Kit (#12183018A, Ambion). RNA was then reverse transcribed using iScript^TM^ cDNA synthesis kit (#1708891, Bio-Rad, Hercules, CA, USA). qPCR was performed for insulin-like growth factor 1 (*Igf1*)*:* 5′-GGCTCCAGCATTCGGAGGGC-3′, 5′-CGCTGGGCACGGATAGAGCG-3′; *Igf1r:* 5′-GTGGGGGCTCGTGTTTCTC-3′, 5′-GATCACCGTGCAGTTTCCCA-3′; *Kdr:* 5′-CAAACCTCAATGTGTCTCTTTGC-3′, 5′-AGAGTAAAGCCTATCTCGCTGT-3′; *Vegfa:* 5′-GGAGACTCTTCGAGGAGCACTT-3′, 5′-GCGATTTAGCAGCAGATATAAGAA-3′. *AdipoR1:* 5′-TCTTCGGGATGTTCTTCCTGG-3′, 5′-TTTGGAAAAAGTCCGAGAGACC-3′. Quantitative real-time PCR was generated with the SYBR Green Master mix kit using an Applied Biosystems 7300 Sequence Detection System. Gene expression was normalized to the housekeeping gene *CyclophilinA:* 5′-CAGACGCCACTGTCGCTTT-3′; 5′-TGTCTTTGGAACTTTGTCTGCA-3′ using the ΔΔCt method. The relative mRNA levels were calculated as the ratio of change versus control group.

### 2.6. Electroretinography (ERG)

Hyperglycemia was induced in C57BL/6J mice with intraperitoneal injection of 25 mg/kg STZ daily from P2 to P12. The nursing dams were fed a ω-3 or ω-6 LCPUFA diet after giving birth. Retinal neuronal function was examined with ERG using a Colordome Ganzfeld stimulator and Epsion E2 amplifier (Diagnosys LLC, Lowell, MA, USA) as we previously described [15,36,47]. At P30, mice were dark-adapted overnight. On the second day, the mice were anesthetized with ketamine/xylazine, and their pupils were dilated with Cyclomydril (Alcon, Fort Worth, TX, USA). The stimuli were “green” light-emitting diode flashes of doubling intensity from ~0.0064 to ~2.05 cd·s·m^−2^ and then “white” xenon-arc flashes from ~8.2 to ~1050 cd·s·m^−2^. The rod photoreceptor function was quantified by fitting the free parameters in a model of the biochemical processes involved in the activation of phototransduction to the electroretinographic *a*-waves [48,49,50]. The postreceptor activity (e.g., bipolar cell function) was examined by fitting the Naka-Rushton equation [51] to the response-vs-intensity relationship of the *b*-wave. Total retinal sensitivity (*Sm*) was estimated as previously described [52]. The ERG data are presented as the log change from the ω-6 only diet-fed mice (ΔLogControl). 

### 2.7. Western Blot

A total of 1 µL mouse serum was incubated with Laemmli’s SDS sample buffer (BP-110R; Boston BioProducts Inc., Milford, MA, USA) for one hour at room temperature to maintain the secondary structure of APN as shown before [28]. The lysates were then loaded onto an SDS-PAGE gel and transferred onto a nitrocellulose membrane. The membrane was blocked with 5% BSA and incubated overnight with primary antibody APN (1:1000, AF1119; R&D, Minneapolis, MN, USA). The protein bands were detected by using corresponding horseradish peroxidase–conjugated secondary antibodies (1:5000) and enhanced chemiluminescence (ECL, Pierce, Waltham, MA, USA). The digital images were visualized with a Bio-Rad ChemiDoc Touch Imaging System and the band intensity was quantified with Image J. 

### 2.8. Lipidomic Fatty Acid Profiling of Mouse Retinas

P10 *Apn^−/−^* and C57BL/6J retinas under normoglycemic and hyperglycemic conditions were collected for retinal lipid composition analysis. Six to eight retinas were combined as *n* = 1 for lipid analysis. Total retinal lipids were extracted with chloroform, methanol, and 0.88% KCl (2:1:0.75 by volume). Individual phospholipid pools were isolated by thin-layer chromatography (TLC) using TLC H-plates (Analtech; Newark, DE, USA). Choline glycerophospholipids (ChoGpl) and ethanolamine glycerophospholipids (EtnGpl) were fractionated along with authentic standards (Avanti; Alabaster, AL, USA) using chloroform, methanol, 2-propanol, 0.25% KCl (*w*/*v*), and triethylamine (30:9:25:6:18 by volume). Fractionated bands were sprayed with 8-anilino-1-naphthalene sulfonic acid (0.1% *w*/*v*), visualized under UV light, and collected in a test tube with a known quantity of heptadecanoic acid (17:0) standard. Fatty acids from each phospholipid pool were converted into fatty acid methyl esters (FAME) with 14% boron trifluoride-methanol. ChoGpl and EtnGpl were converted at 100 °C for 1 h. FAME were quantified by gas chromatography-flame ionization detection (Agilent 7890A gas chromatograph coupled with fame ionization detector; Agilent Technologies Inc.; Santa Clara, CA, USA). The concentration of each fatty acid was quantified by peak comparison to 17:0 (heptadecanoic acid) standard. A heatmap was generated using the ratio of change in percent mol with Morpheus, Broad Institute. 

### 2.9. Statistical Methods

Researchers were blinded to the treatment conditions. Two-tailed unpaired *t*-test, or ANOVA test was used for comparison of results as specified in the figure legends (Prism v7.0; GraphPad Software, Inc., San Diego, CA, USA). *p* < 0.05 was considered as statistically significant.

## 3. Results

### 3.1. Dietary ω-3 LCPUFA Promoted Retinal Vessel Growth in Phase I ROP

We have previously reported that hyperglycemia causes delayed development of the deep retinal vasculature in the Phase I ROP mouse model [15]. To examine the impact of ω-3 LCPUFA on retinal development, we fed the STZ-induced C57BL/6J (WT) with defined diets enriched with either 2% ω-3 LCPUFA (1% DHA and 1% EPA, no AA) or control 2% ω-6 LCPUFA (2% AA, no DHA or EPA, isocaloric control diet) from birth to P10 (Figure 1A). In normoglycemic mice, dietary supplementation with ω-3 versus ω-6 LCPUFA produced denser deep and superficial vascular networks (Figure S1). In hyperglycemic mice (with onset of hyperglycemia after formation of the superficial vascular network), dietary supplementation with ω-3 versus ω-6 LCPUFA resulted in denser deep vascular patterning and no significant difference in the superficial vasculature (Figure 1B,C). We found that supplementation with ω-3 versus ω-6 LCPUFA diet right before deep retinal vessel growth starts [32] (P6 to P10) had a direct impact on promoting deep retinal vascular patterning (Figure 2A–D). We also observed that the deep vascular network in Phase I ROP mice fed a ω-6 LCPUFA diet from P6 to 10 was denser than those fed from birth to P10. We speculated that the earlier exposure of the nursing dam to the unbalanced LCPUFA diet without ω-3 LCPUFA led to poorer retinal vasculature development in the Phase I ROP model. Comparable body weight and blood glucose was observed in ω-3 or ω-6 LCPUFA fed C57BL/6J mice, suggesting that the differences in retinal vascular development were not due to overall body growth and modulation of hyperglycemia (Figure 1 and Figure 2).

### 3.2. Dietary ω-6 LCPUFA Facilitated Retinal Neuronal Maturation

To further understand the impact of ω-3 versus ω-6 LCPUFA on retinal cellular function in Phase I ROP, we examined differentially expressed genes in the major retinal cells (rods, cones, Müller glia, bipolar cells, and amacrine cells) by comparing ω-3 vs. ω-6 LCPUFA diets in Phase I ROP mice using single-cell transcriptomics data. 

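Retinas of Phase I ROP mice fed the ω-6 diet (n = 3 mice) or the ω-3 diet (n = 2 mice) were dissociated at P10, and single cells were captured in droplets with inDrop v3, an assay that counts RNA molecules by unique molecular identifiers (UMIs). The authors deposited UMI counts per gene and cell without normalization, made from reads assigned to mouse transcripts of GRCm38 after barcodes with few reads had been excluded. Total UMIs per mouse were 5672451 and 6516478 on the ω-3 diet, and ran from 4356305 to 6229195 on the ω-6 diet, with a median of 5067803. After a filter that kept cells with more than 300 genes, 4950 cells of the ω-3 diet and 6130 cells of the ω-6 diet were left. The median UMIs per cell were 1687 and 1708 in the mice on the ω-3 diet, and ranged from 1386.5 to 2215 in those on the ω-6 diet.

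Counts were summed per mouse over the cells of a class and compared between mice, so that the mouse and not the cell was the replicate. The sums over tested genes ran from 270760 UMIs in Müller glia of 1 mouse to 2439857 UMIs in rods of another. Genes with low counts were left out by edgeR's default filter, the sums were scaled by the TMM method, and changes are given as ω-6 minus ω-3 on the log2 scale. In data simulated at these depths and group sizes, the test recovered 66% to 93% of 4-fold changes and 9% to 47% of 2-fold changes. The mean share of false calls among the simulated calls was 3.44% to 8.94% depending on the class, and reached 15% in a single draw.

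Gene lists were written from gene function for the terms that the paper names, and each list was tested in a class with limma's camera at a preset correlation between genes, adjusted over 20 combinations of list and class. Camera called 10 of the 20 combinations between the diets. With fry, which takes the correlation between genes from the mice themselves, 2 of these calls held, those of oxidative phosphorylation genes in rods and in cones. A list given a true shift of 0.5 in the simulated data was fitted at 0.37 to 0.55 and was called in every draw, and without a shift camera made 1 false call, in a draw of cones. These simulated calls used camera's unadjusted p for 1 list. Genes were drawn independently of each other, so the draws cannot show how often camera calls falsely where genes vary together.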

Cells from all groups at P10 were pooled, subjected to RNA sequencing, and then clustered and assigned into major cell classes based on the expression of canonical markers. Differentially expressed genes between the two conditions were therefore assessed in each cell class (See Methods for details) (Figure 3A–C). 

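Clustering of all 20033 cells gave 24 clusters, which were named from canonical markers, so that each class means cells resembling that type by its markers. The classes held 9980 rods, 1100 cones, 3410 bipolar cells, 3452 amacrine cells, 1395 Müller glia, 98 retinal ganglion cells and 115 endothelial cells. Horizontal cells (31), astrocytes (47), microglia (58) and retinal pigment epithelium (76) were smaller, and 271 cells matched no marker set and were left unnamed. Of the 8 rod clusters, 7 with 2855 cells had no rod marker among their 10 leading genes and were named from the share of cells with rod marker UMIs, a weaker basis, since rod marker UMIs were also found in droplets of other classes. Among the 5 amacrine clusters, 2 with 1097 cells had no amacrine marker among their leading genes.

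Because marker genes differ between groups of mice, shares of cells were also computed after clustering without the marker genes and the visual perception genes, a choice made after the data had been seen. Each of its clusters took the class that most of its cells had in the first clustering, and 92.23% of cells kept their class. Its shares are therefore not independent of the markers. That clustering gave no separate cone class, and 1062 of the 1100 cones were counted as rods. Rods then made up 60.5% ± 5.67 of cells (SD, n = 3) on the ω-6 diet and 62.1% ± 8.07 (SD, n = 2) on the ω-3 diet, with p = 0.8 in a two-sided exact permutation test. The same exact test gave p = 0.8 for bipolar cells (13.4% ± 2.34 and 14.1% ± 1.71), p = 0.6 for amacrine cells (17.2% ± 2.35 and 14.5% ± 2.45) and p = 0.6 for Müller glia (6.51% ± 2.24 and 7.74% ± 3.60). With the markers in the clustering, rods were 53.3% ± 6.66 and 55.2% ± 9.86 (exact p = 0.8) and cones 6.62% ± 0.885 and 5.82% ± 0.940 (exact p = 0.6). Group sizes of 3 and 2 mice cannot give a p below 0.2.

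Between the diets, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 12587 genes tested in rods, 0 of 9145 in cones, 0 of 11929 in bipolar cells, 0 of 13438 in amacrine cells and 0 of 7531 in Müller glia. An unadjusted p under 0.05 was reached by 1373, 710, 506, 1309 and 300 genes in these classes. DESeq2, run on the same genes, left 2582 genes in rods and 7185 in amacrine cells for the adjustment after its own filter. It called 25 genes in rods, 2 in cones, 2 in bipolar cells, 10 in amacrine cells and 2 in Müller glia. The genes it called in cones were Gngt1 (0.62) and Malat1 (-0.90), and those in bipolar cells and Müller glia were the mitochondrial ribosomal RNAs mt-Rnr1 (1.27 and 1.40) and mt-Rnr2 (1.07 and 1.19), genes named here after their values were seen. The count moved most without the filter on low counts, where 147 genes were called in rods. Taking mice of the same number as a block gave calls in each class, although the labels do not give such mice as pairs. These were 36 in rods, 25 in cones, 12 in bipolar cells, 37 in amacrine cells and 10 in Müller glia.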

The expression of *Igf1* (logFC = 0.34834 in bipolar cells, *p* < 0.01) and *Igf1r* (logFC = 0.34605, *p* < 0.001 in rods, logFC = 0.29324, *p* < 0.05 in cones, logFC = 0.29486, *p* < 0.01 in bipolar cells, logFC = 0.28019, *p* < 0.05 in amacrine cells, logFC = 0.27061, *p* < 0.05 in RGCs) was higher in ω-3 versus ω-6 LCPUFA-fed mice, in line with increased total mRNA levels of *Igf1* and *Igf1r* in ω-3-fed mouse retinas validated with qPCR (Figure 3D). 

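Igf1 (ENSMUSG00000020053.18) lies on chromosome 10 from 87858265 to 87937042 of GRCm38. In bipolar cells it was at 82.4 ± 3.56 CPM (SD, n = 3) on the ω-6 diet and 113 ± 45.2 (SD, n = 2) on the ω-3 diet, from 45 to 160 UMIs per mouse. This was a log2 fold change of -0.46 (standard error 0.27, adjusted p = 0.982 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread of the mice. One mouse decided its size, since the log2 fold change was -0.80 without ω-3 replicate 1 and 0.038, in the other direction, without ω-3 replicate 2.

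Igf1r (ENSMUSG00000005533.10) lies on chromosome 7 from 67952827 to 68233668. In rods it was at 235 ± 28.6 CPM (SD, n = 3) on the ω-6 diet and 285 ± 18.8 (SD, n = 2) on the ω-3 diet. The log2 fold change in rods was -0.28 (standard error 0.15, adjusted p = 0.501 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cones Igf1r was at 220.2 ± 8.90 and 293 ± 50.2 CPM (SD, n = 3 and 2), with a log2 fold change of -0.41 (standard error 0.18). It was at 210.5 ± 8.97 and 272 ± 3.49 CPM in bipolar cells, and at 142 ± 10.6 and 168 ± 9.82 in amacrine cells (SD, n = 3 and 2). The log2 fold changes there were -0.37 (standard error 0.19) and -0.24 (standard error 0.16). Adjusted p values by the same edgeR quasi-likelihood test were 0.628 in cones, 0.982 in bipolar cells and 0.630 in amacrine cells, and the unadjusted values were 0.0400, 0.0666 and 0.152. Without ω-3 replicate 1 the log2 fold change in cones was -0.23, without ω-3 replicate 2 it was -0.57, and with classes by marker score it was -0.077 in bipolar cells. Over all alternative analyses the smallest adjusted p for Igf1r was 0.376 in rods and 0.522 in cones.

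The paper's single-cell values for Igf1, Igf1r and Sparc come from these same samples, so an adjustment over these genes is not independent evidence. Adjusted over the list alone, 0 of the 6 gene and class pairs passed, as did 0 over all genes tested and 0 with DESeq2, while the unadjusted p was under 0.05 for 2 pairs and the smallest value over the list was 0.120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Retinal ganglion cells numbered 5 to 17 per mouse on the ω-6 diet and 10 to 12 on the ω-3 diet, and no test was run in them because at least 1 mouse had fewer than 10 cells.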

There were no significant differences in *Vegfa* expression identified both in single-cell analysis and qPCR, in line with our previous observations that dietary supplementation of ω-3 vs. ω-6 LCPUFA does not change retinal *Vegfa* expression [27,33]. These finding suggested that single-cell analysis was a reliable approach for quantifying gene expression levels in retinas of the ω-3 versus ω-6 LCPUFA-fed mice. 

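Vegfa (ENSMUSG00000023951.17, chromosome 17 from 46016993 to 46032369) was at 283 ± 34.1 CPM in Müller glia (SD, n = 3) on the ω-6 diet and 218 ± 115 (SD, n = 2) on the ω-3 diet. The log2 fold change was 0.40 in Müller glia (standard error 0.30, adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.31 in rods, -0.42 in cones, -0.067 in bipolar cells and -0.13 in amacrine cells. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 5 classes passed when adjusted over the list alone, 0 over all genes tested and 0 with DESeq2, with a smallest list value of 0.674 and a smallest unadjusted p of 0.205. The direction rested on single mice in every class. In Müller glia it was -0.071 without ω-3 replicate 1 and in rods 0.24, and without ω-3 replicate 2 it was 0.37 in cones, 0.14 in bipolar cells and 0.12 in amacrine cells.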

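Retinas of mice treated with streptozotocin (STZ), the Phase I ROP model, and of littermates given the vehicle were prepared and sequenced in the same assay, with 3 mice in each group. Total UMIs per mouse ran from 2563064 to 3486742 in Phase I ROP (median 3306653) and from 2567056 to 3369648 in control (median 2713463). Median UMIs per cell were 1003.5 to 1190 in the 5748 Phase I ROP cells kept and 1550 to 2341 in the 3205 control cells. Cones were few in control, with 13 to 46 cells per mouse against 96 to 133 in Phase I ROP. With these mice the simulated data gave back 71% to 94% of 4-fold changes and 19% to 53% of 2-fold changes, with a mean of 4.33% to 7.48% false among the calls. A list shifted by 0.5 was fitted at 0.38 to 0.58.

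Clustered without marker genes, which left cones mostly among the rods, rods were 57.8% ± 3.67 of cells in Phase I ROP and 32.6% ± 2.89 in control (SD, n = 3 each), and bipolar cells 16.2% ± 0.928 and 29.5% ± 1.23. Both gave p = 0.1 in a two-sided exact permutation test, the smallest that 3 mice against 3 allow. The exact p was 0.2 for amacrine cells (18.0% ± 1.91 and 23.7% ± 4.59) and 0.4 for Müller glia (6.55% ± 1.25 and 7.64% ± 2.02). With the markers in the clustering, rods were 51.3% ± 4.20 and 29.3% ± 2.07 (exact p = 0.1) and cones 5.97% ± 0.810 and 2.09% ± 0.880 (exact p = 0.1). With classes by marker score, rods were 41.3% ± 5.88 and 14.4% ± 4.81 (exact p = 0.1). Cones were then 7.78% ± 0.988 and 5.54% ± 1.26 (exact p = 0.2), so the sizes of these differences depended on how classes were named.

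With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, the comparison of Phase I ROP with control called 3550 of 8165 genes in rods (1711 higher and 1839 lower), 594 of 3127 genes in cones (333 higher and 261 lower), 4377 of 9718 genes in bipolar cells (2103 higher and 2274 lower), 4332 of 11155 genes in amacrine cells (2027 higher and 2305 lower) and 541 of 4834 genes in Müller glia (290 higher and 251 lower). The call count moved most in cones, to 119 of 547 genes tested once all libraries were thinned to equal depth. In cones the median log2 fold change of all genes was 0.094 with TMM scaling and 0.16 with median-of-ratios scaling, so values there hold relative to a shift of that size. The shift was larger in some alternatives. It was 0.33 without control replicate 3, 0.35 with all 4 groups in 1 fit and 1.11 without a filter on low counts.

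Among genes whose mice did not overlap between the groups, Kcnj14, Rnf144b and Fosb were picked as the largest increases in rods. With 3 mice against 3, chance gives such a separation for 10% of genes. These 3 genes had 0 counts in control rods and were at least 22.6-fold, 18.8-fold and 13.9-fold higher in Phase I ROP, taking 3 counts over the group as the limit. A lower limit does not fix a rank, so genes with 0 counts in a group, here and in the other classes, may not be the largest. In rods the largest decreases were Rn7sk -6.20, Vsx1 -5.34 and Als2cl -5.18 on the log2 scale. In cones Dnajb1, Slc24a1 and Cnga1 had 0 counts in control and were at least 15.9-fold, 13.0-fold and 12.8-fold higher, while Kif3a -3.40, mt-Rnr2 -2.76 and Bloc1s1 -2.61 were the largest decreases. In bipolar cells Opn1sw 5.66, Klf6 4.92 and Nr4a1 4.61 rose most, and Gm26315, Rpph1 and AC122397.1, which had 0 counts in Phase I ROP, were at least 22.4-fold, 18.0-fold and 16.0-fold lower. In amacrine cells the largest changes were Egr4 7.37, Fosb 7.24 and Nr4a1 6.11 upward and Rn7sk -6.03, Gm26315 -5.48 and Gm24447 -4.61 downward. In Müller glia Nr4a3, Egr3 and Atf3 were at least 111-fold, 66.1-fold and 35.8-fold higher, against 0 counts in control, and T2 -5.46, Gm37357 -4.80 and Rn7sk -4.72 fell most.

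Summed over all cells of a mouse, the control libraries stood apart from the 8 libraries of all STZ-treated mice, so a difference in preparation and the treatment cannot be separated. Rn7sk ran from 193 to 290.2 CPM in control and from 1.15 to 16.2 in the others. For mt-Rnr2 the ranges were 28195 to 41188 and 3059.6 to 8232, and for Fosb 0.390 to 0.890 and 116 to 231.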

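The visual perception list holds phototransduction and photoreceptor genes such as Sag and Gnat1. In rods its mean log2 expression was 9.86 ± 0.15 in Phase I ROP and 8.66 ± 0.53 in control (SD, n = 3 each), a mean log2 fold change of 1.12 with 37 of 39 genes higher. The mean change was 1.34 in cones (29 of 44 higher), 0.60 in bipolar cells (23 of 35) and 1.77 in amacrine cells (27 of 30). With the 2 genes that had 0 counts in control cones set at their limit, the mean in cones was 1.13 and the median 0.72. Over 25 combinations of list and class, limma's camera gave an adjusted p of 1.35e-11 in rods, 1.13e-05 in cones, 0.0113 in bipolar cells and 2.31e-13 in amacrine cells. The value moved most in amacrine cells with the Reactome list, to 0.58, and in rods class assignment by marker score gave 0.39. In bipolar cells the mice of the groups overlapped, fry gave an adjusted p of 0.167, and the mean was -0.16 without the 5% of cells with the highest doublet scores, a choice made after the data had been seen. Without control replicate 2 the call in bipolar cells was lost, at 0.52 (camera adjusted p = 0.0785, range 2.99e-05 to 0.520 over all alternatives). The same genes also rose in Müller glia, which should lack them, by a mean of 1.76 over 18 genes.

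The eye development list, with regulators such as Pax6 and Otx2, rose by a mean of 1.50 in cones, 0.85 in bipolar cells and 0.85 in amacrine cells, with adjusted camera p of 1.13e-05, 2.44e-07 and 7.14e-09. In rods it changed by -0.37 (camera adjusted p = 0.954), and the mice of the groups overlapped. With classes by marker score the rod value was 0.73 (adjusted p = 6.45e-04), and over all alternatives the adjusted p in rods ranged from 6.45e-04 to 0.997.

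Axon development genes such as Ncam1, Robo1 and Gap43 changed by a mean of -0.79 in rods, where 16 of 44 genes were higher and every Phase I ROP mouse lay below every control mouse (camera adjusted p = 0.0113). That call rested in part on 1 mouse, since without control replicate 2 the mean was -0.56 with an adjusted p of 0.0611, and the range over all alternatives was 0.00110 to 0.125. With classes by marker score the rod value turned to 0.33. The list rose by 0.42 in cones, 0.34 in bipolar cells and 0.29 in amacrine cells, with adjusted camera p of 0.0907, 0.0101 and 0.00896. Without control replicate 3, cones gave 1.36 (adjusted p = 0.0217) and without Phase I ROP replicate 2 they gave 0.61 (adjusted p = 0.0264, range 0.0217 to 0.751 over all alternatives).

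Synapse organization genes such as Syt1, Syp and Bsn rose by 0.39 in rods, 0.57 in cones, 0.55 in bipolar cells and 0.55 in amacrine cells, and in each class every Phase I ROP mouse lay above every control mouse. Their adjusted camera p values were 0.0100, 0.0959, 1.13e-05 and 2.06e-06. Without control replicate 3 the mean was 0.17 in rods (adjusted p = 0.0923, range 3.83e-04 to 0.0923) and 1.15 in cones (adjusted p = 0.0199, range 1.47e-04 to 0.169). In cones it was 0.86 without control replicate 2, also called (adjusted p = 0.0460). Of the 25 combinations tested between Phase I ROP and control, camera called 21, and all of these but visual perception in bipolar cells held under fry.

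Single genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 30 of 39 visual perception genes were called in rods, 29 of 44 in cones, 16 of 35 in bipolar cells and 24 of 30 in amacrine cells, against 29, 28, 16 and 24 when adjusted over all genes tested. Adjusted over the list alone, eye development had 28 of 34 in rods, 13 higher and 15 lower. It had 12 of 16, 22 of 36 and 28 of 41 in cones, bipolar and amacrine cells. Over all genes these counts were 26, 9, 22 and 24. Axon development had 29 of 44 in rods (9 higher and 20 lower), 8 of 18 in cones, 34 of 65 in bipolar cells and 36 of 77 in amacrine cells adjusted over the list alone, and 29, 6, 33 and 34 over all genes. Synapse organization had 28 of 54, 9 of 37, 40 of 73 and 43 of 78 adjusted over the list alone, and 28, 7, 39 and 41 over all genes.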

We found a higher expression of genes involved in visual development, including visual perception, eye development, axon development, and synapse organization related gene ontology terms in rod, cone, bipolar, and amacrine cell clusters of Phase I ROP vs. normal control retinas (Figure S2A,B). In mouse retinas, neurons complete proliferation and differentiation around two weeks after birth [53]. The current data suggest a possible delay in neural retinal development in Phase I ROP vs. control retinas at P10. We also observed a significantly lower expression of genes involved in metabolic pathways in rod, cone, bipolar, and amacrine cell clusters in Phase I ROP vs. control retinas (Figure S3A,B). 

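Metabolism was read with a list of the nuclear genes of oxidative phosphorylation, such as Ndufa1 and Cox5a. The mean log2 expression of the list in rods was 7.75 ± 0.036 in Phase I ROP and 8.25 ± 0.30 in control (SD, n = 3 each), and in amacrine cells 7.13 ± 0.033 and 8.25 ± 0.064. The mean log2 fold change was -0.54 in rods with 8 of 79 genes higher, -0.78 in cones (7 of 79), -1.13 in bipolar cells (0 of 79) and -1.14 in amacrine cells (0 of 79). In each of these classes every Phase I ROP mouse lay below every control mouse. Camera's adjusted p was 6.75e-05 in rods, 9.36e-18 in cones, 6.02e-34 in bipolar cells and 1.86e-54 in amacrine cells, and fry's was 0.0398, 0.00501, 2.89e-04 and 2.08e-04. The value moved most in rods without a filter on low counts, to -0.15 with an adjusted p of 0.0506, and over all alternatives that p ran from 2.21e-15 to 0.0506.

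Adjusted over the list alone, 38 of 79 genes were called lower by edgeR in rods, 42 of 79 in cones, 76 of 79 in bipolar cells and 77 of 79 in amacrine cells, and 36, 38, 74 and 76 over all genes tested. Short transcripts fell along with them. Random genes of matched transcript length changed by a mean of -0.33 in rods, -0.21 in cones, -0.51 in bipolar cells and -0.50 in amacrine cells, and cytosolic ribosomal protein genes by -0.39, -0.32, -0.66 and -0.73. The 13 protein genes encoded by the mitochondrial genome fell in each class, by a mean of -1.10 in rods and -1.19 in amacrine cells. Glycolysis genes changed less, by -0.27 in rods, -0.18 in cones, -0.37 in bipolar cells and -0.25 in amacrine cells. From the higher expression of visual development genes, together with the time at which retinal neurons mature, the paper proposes a possible delay in neural retinal development, and it describes this delay as accompanied by a lower metabolism.

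**Figure D1:**
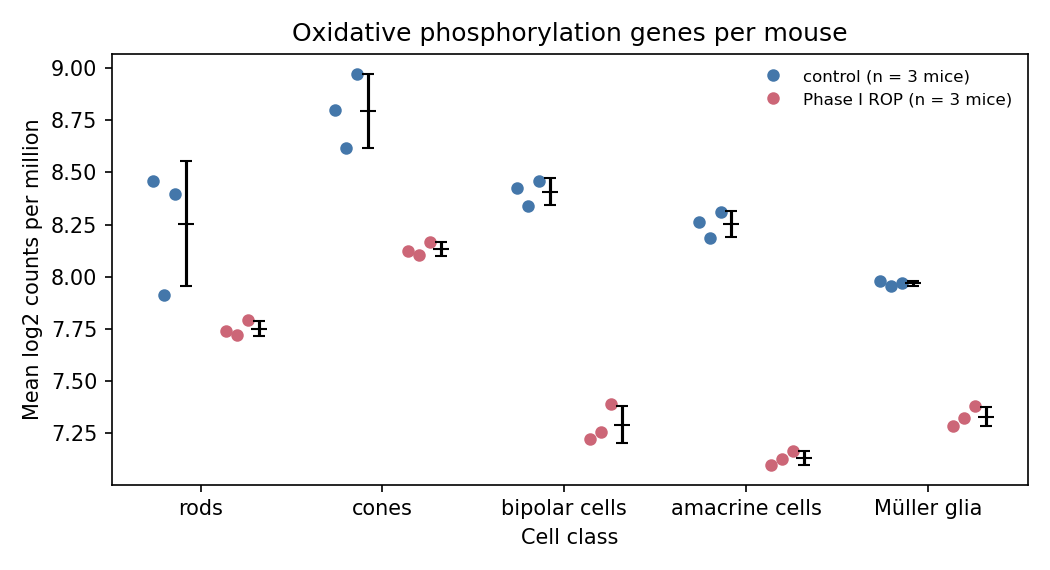
Mean log2 CPM of the oxidative phosphorylation genes in each mouse, by cell class, for control and Phase I ROP (points, 3 mice each; black bars, mean and SD). In amacrine cells the Phase I ROP mice lie between 7.10 and 7.16 and the control mice between 8.18 and 8.31.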

Taken together, the Phase I ROP vs. normal control retinas had a delay in neural proliferation and differentiation, accompanied by a lower metabolism. Our findings were consistent with our previously reported decreased retinal neuronal signals and reduced retinal thickness as well as decreased metabolic gene expression in photoreceptors in Phase I ROP vs. control retinas [15]. 

Interestingly, the ω-6 vs. ω-3 LCPUFA diet was associated with a lower expression of visual signal transduction and visual development genes in rod, cone, bipolar, and amacrine cell clusters (Figure 4), suggesting a faster completion of retinal neuronal proliferation and differentiation in ω-6 vs. ω-3-fed Phase I ROP mice. 

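The visual perception list, which the paper names for Phase I ROP against control and not for the diets, had a mean log2 fold change, ω-6 minus ω-3, of 0.0055 in rods (23 of 42 genes higher), -0.0024 in cones (24 of 46), -0.091 in bipolar cells (13 of 39) and -0.75 in amacrine cells (0 of 39). Camera's adjusted p was 0.635, 0.995, 0.0255 and 1.21e-25 in these classes. In rods the mean and the median (0.019) were above 0 while camera's direction was down, and in cones the mean was below 0 while the median (0.022) and camera's direction were up. The direction in rods, cones and bipolar cells rested on single mice, and it turned to -0.078 in rods without ω-6 replicate 2, -0.041 in rods without ω-3 replicate 1 (called lower), 0.10 in cones without ω-3 replicate 2 and 0.051 in bipolar cells without ω-6 replicate 3. In bipolar cells the call was lost in that run and without ω-3 replicate 2 (-0.012).

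In amacrine cells the list was at 5.80 ± 0.46 log2 CPM (SD, n = 3) on the ω-6 diet and 6.60 ± 0.38 (SD, n = 2) on the ω-3 diet, and every ω-6 mouse lay below every ω-3 mouse. Fry gave an adjusted p of 0.312 there, and 0.726 in bipolar cells. The value that moved most was that of amacrine cells with classes by marker score, at -0.29. In Müller glia, which should lack them, the same genes changed by -0.080.

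Eye development genes changed by -0.18 in rods, -0.22 in cones, -0.16 in bipolar cells and -0.11 in amacrine cells, with adjusted camera p of 0.0255, 0.00933, 0.0277 and 0.240. Under fry these were 0.563, 0.0580, 0.312 and 0.659. Without ω-3 replicate 1 the change was 0.13 in rods and 0.0047 in bipolar cells, and both calls were lost. They were also lost without ω-6 replicate 1 (-0.18 and -0.17), and in bipolar cells without ω-6 replicate 2 (-0.11). Without a filter on low counts the change was 0.014 in cones. In amacrine cells it was -0.26 without ω-3 replicate 2 (camera adjusted p = 0.0164, range 0.0164 to 0.785 over all alternatives) and 0.33 once free RNA was subtracted.

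Synapse organization genes changed by -0.0097 in rods, -0.077 in cones, 0.0085 in bipolar cells and -0.075 in amacrine cells, with adjusted camera p of 0.502, 0.138, 0.743 and 0.237. Single mice gave calls in both directions. In bipolar cells the list was called lower without ω-3 replicate 1 (-0.15) and higher without ω-3 replicate 2 (0.31). It was called lower without ω-6 replicate 2 in amacrine cells (-0.12) and cones (-0.11), and without ω-3 replicate 1 in amacrine cells (-0.093). Circadian rhythm genes such as Per1 and Nr1d1 changed by -0.069 in bipolar cells (camera adjusted p = 0.411).

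By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes of these lists were called over all genes tested in any class. DESeq2 called Gnat1 in rods and Gngt1 in cones, both of the visual perception list. An unadjusted p under 0.05 was reached by 9, 4, 2 and 26 visual perception genes, 5, 4, 5 and 6 eye development genes and 6, 6, 3 and 8 synapse organization genes in rods, cones, bipolar and amacrine cells, and by 3 circadian rhythm genes in bipolar cells. Adjusted over the list alone, visual perception had 20 of 39 called in amacrine cells, all lower, 1 of 46 in cones (Gngt1, higher), 0 of 42 in rods and 0 of 39 in bipolar cells. Eye development had 1 of 48 in amacrine cells (Samd7, lower), 0 of 41 in rods, 0 of 32 in cones and 0 of 47 in bipolar cells, adjusted over the list alone. Synapse organization had 1 of 84 in amacrine cells (Cplx4, lower), 0 of 63 in rods, 0 of 55 in cones and 0 of 78 in bipolar cells, and circadian rhythm 0 of 31 in bipolar cells. Gnat1, Gngt1, Samd7 and Cplx4 are named because of these counts and were chosen after their values were seen. From a lower expression of these groups of genes, the paper proposes that ω-6-fed Phase I ROP mice finish the proliferation and differentiation of retinal neurons sooner.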

Gene ontology analysis showed that ω-6 vs. ω-3 LCPUFA diet had a higher gene expression of metabolic pathways in rods, cones, bipolar, and amacrine cell clusters (Figure 5), in line with a higher metabolic demand in more mature neural retinas. 

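The oxidative phosphorylation genes were at a mean of 7.85 ± 0.018 log2 CPM in rods (SD, n = 3) on the ω-6 diet and 7.51 ± 0.015 (SD, n = 2) on the ω-3 diet. The mean log2 fold change was 0.35 in rods with 78 of 79 genes higher, 0.31 in cones (71 of 79), 0.19 in bipolar cells (68 of 79) and 0.31 in amacrine cells (78 of 79). In each class every ω-6 mouse lay above every ω-3 mouse. Adjusted p by camera was 4.83e-22 in rods, 1.63e-15 in cones, 8.73e-07 in bipolar cells and 1.10e-17 in amacrine cells. Fry gave adjusted p of 0.00456 in rods and 0.0457 in cones, and of 0.126 in bipolar cells and 0.0580 in amacrine cells, so the last pair was called by camera alone. The list moved most in bipolar cells, from 0.14 without ω-3 replicate 2 to 0.29 without ω-3 replicate 1.

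By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of these genes were called over all genes tested, and DESeq2 called 1, Ndufa4 in rods. An unadjusted p under 0.05 was reached by 42, 25, 7 and 24 of them in rods, cones, bipolar and amacrine cells. Adjusted over the list alone, 27 of 79 were called in rods, 1 of 79 in cones, 0 of 79 in bipolar cells and 7 of 79 in amacrine cells, all of them higher. The single gene in cones was Cox5a, and both Cox5a and Ndufa4 were chosen after their values were seen. Random genes of matched transcript length rose as well, by a mean of 0.20 in rods, 0.13 in cones, 0.11 in bipolar cells and 0.14 in amacrine cells. Cytosolic ribosomal protein genes changed by 0.18, 0.090, -0.041 and 0.10. Glycolysis genes rose by 0.20 in rods, 0.12 in cones, 0.075 in bipolar cells and 0.072 in amacrine cells. Summed over all cells of a mouse, Rn7sk and mt-Rnr2 were also higher in every ω-6 mouse than in every ω-3 mouse. These genes, chosen after their values were seen, also set the control libraries apart. A difference in preparation between the diets therefore stays open.

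**Figure D2:**
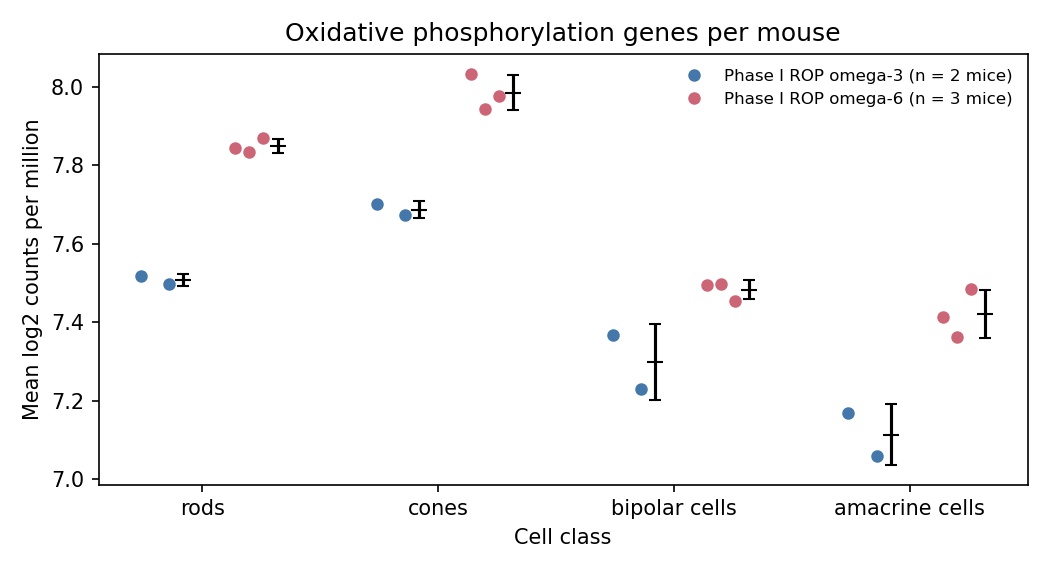
Mean log2 CPM of the oxidative phosphorylation genes in each mouse, by cell class, for the ω-3 diet (2 mice) and the ω-6 diet (3 mice), with black bars for the mean and SD. In rods the ω-6 mice lie between 7.83 and 7.87 and the ω-3 mice at 7.50 and 7.52.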

Our observations suggested that ω-6 LCPUFA is essential in neural retinal development. We therefore predicted that loss of ω-6 LCPUFA in the diet may cause retinal dysfunction in the long term. 

### 3.3. Müller Glia Exerted Compensatory Response to Delayed Retinal Maturation

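In Müller glia a list of gliogenesis genes such as Sox9, Hes1 and Nfia was at a mean of 7.73 ± 0.026 log2 CPM in Phase I ROP and 7.39 ± 0.17 in control (SD, n = 3 each). Its mean log2 fold change was 0.34 with 21 of 34 genes higher, and camera gave an adjusted p of 0.0264. Without control replicate 1 the change was 0.27 with an adjusted p of 0.0998, and without control replicate 2 it was 0.29 with an adjusted p of 0.0864, in a range of 8.39e-04 to 0.0998 over all alternatives. Axon development genes rose by 0.20 (camera adjusted p = 0.0975, fry adjusted p = 0.0515), which was not called by either test. Without Phase I ROP replicate 3 their change was 0.31 with an adjusted camera p of 0.0163, in a range of 0.00351 to 0.181.

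A list of genes that restrain angiogenesis, such as Thbs1 and Serpinf1, rose by a mean of 1.05 with a median of 0.47 (19 of 23 higher, camera adjusted p = 3.81e-06). With the 1 gene of the list that had 0 counts in control set at its limit, the mean was 0.92 and the median 0.47. Genes that promote angiogenesis, such as Vegfa and Hif1a, rose by 0.67 (22 of 27 higher, camera adjusted p = 6.42e-04). Every Phase I ROP mouse lay above every control mouse in each of these lists. With edgeR, 13 of 34 gliogenesis genes, 11 of 23 restraining and 13 of 27 promoting angiogenesis genes were called when adjusted over the list alone, and 8, 8 and 7 over all genes tested. For axon development, 3 of 46 were called adjusted over the list alone (Cdh2 and Ptprf higher, Tubb2b lower) and 4 over all genes tested, the additional gene being Ptprs, and these genes were chosen after their values were seen.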

In the Müller glial cluster, there was an increased expression of genes involved in gliogenesis, axon development, and angiogenesis in Phase I ROP vs. control retinas (Figure S2C). Müller glial differentiation in mouse retinas starts after birth and peaks at the first postnatal week [53]. The higher expression of genes involved in gliogenesis suggested a delay in maturation in Müller glia in Phase I ROP retinas, in line with a lower expression of genes involved in energy production-related pathways in Müller glia (Figure S3C). 

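Oxidative phosphorylation genes in Müller glia were at a mean of 7.33 ± 0.047 log2 CPM in Phase I ROP and 7.97 ± 0.012 in control (SD, n = 3 each), without overlap between the mice. The mean log2 fold change was -0.67, with 4 of 78 genes higher and an adjusted camera p of 1.24e-13. With edgeR, 39 of 78 genes were called when adjusted over the list alone and 31 over all genes tested, all of them lower. Random genes of matched transcript length changed by -0.21 and ribosomal protein genes by -0.16. Mitochondrially encoded genes changed by -0.63 and glycolysis genes by -0.053.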

We also recently reported that Müller glia modulate their gene profile in response to photoreceptor stress. Müller glia respond to degenerating photoreceptors with an increased expression of genes involved in axon development, synapse formation, and angiogenesis [36] as compensatory effects. In addition, Müller glial cell-derived *Vegfa* is a driving force of retinal angiogenesis [54]. Taken together, our findings suggested that Müller glia experienced a developmental delay and exerted compensatory responses to facilitate retinal neural and vascular growth in Phase I ROP.

The ω-6 vs. ω-3 LCPUFA diet showed suppression of angiogenesis in the Müller glial cluster in the Phase I ROP model (Figure 6). For example, ω-6 diet-fed mice had a higher expression of antiangiogenic secreted protein acidic and rich in cysteine (Sparc) [55] in the Müller glial cluster (logFC = 0.62687, *p* < 0.001). This observation corresponds to ω-6 vs. ω-3 LCPUFA-inhibition of retinal vessel growth (Figure 1 and Figure 2). 

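In Müller glia the genes that restrain angiogenesis were at 7.31 ± 0.046 log2 CPM (SD, n = 3) on the ω-6 diet and 7.40 ± 0.076 (SD, n = 2) on the ω-3 diet, a mean log2 fold change of -0.079 with 9 of 29 genes higher (camera adjusted p = 0.309). The genes that promote it changed by 0.043 (17 of 30 higher, camera adjusted p = 0.799). Both directions rested on 1 mouse, since the restraining genes were at 0.019 without ω-3 replicate 2 and the promoting genes at -0.12 without ω-3 replicate 1. Genes of post-transcriptional regulation, such as Zfp36 and Cnot1, which Figure 6 also names, changed by -0.16 (23 of 73 higher), with an adjusted p of 0.0161 by camera and 0.0580 by fry. Without ω-6 replicate 3 that camera call was lost (-0.16, camera adjusted p = 0.0513, range 0.00413 to 0.0522 over all alternatives). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes of these lists were called over all genes tested, and 0 of 29, 0 of 30 and 0 of 73 when adjusted over the list alone. DESeq2 called none of them, and 2, 3 and 5 had an unadjusted p under 0.05.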

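Sparc (ENSMUSG00000018593.13, chromosome 11 from 55394500 to 55423183) was at 4251 ± 944 CPM in Müller glia (SD, n = 3) on the ω-6 diet and 3021 ± 1117 (SD, n = 2) on the ω-3 diet. The log2 fold change was 0.50 (standard error 0.22, unadjusted p of 0.0399 and adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mice overlapped, with 3153 CPM in the lowest ω-6 mouse and 3531 in the higher ω-3 mouse before scaling. The difference was 0.16 without ω-3 replicate 1, which had 2104 CPM, and 0.94 without ω-3 replicate 2. No alternative called it, and the adjusted p ranged from 0.0520 to 1.000.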

### 3.4. Dietary ω-6 LCPUFA Improved Retinal Neuronal Function

To gain further insight into the long-term impact of ω-6 and ω-3 LCPUFA on retinal development, we evaluated retinal neuronal function with ERG in ω-3 vs. ω-6 LCPUFA-fed C57BL/6J mice at P30 after inducing hyperglycemia with STZ (25mg/kg, daily i.p. from P2 to 12, Figure 7A). We found that the mouse survival rate using higher doses of STZ (50 mg/kg (i.p. from P1 to 9)) was low at P30. The a-wave is a measure of photoreceptor function while the b-wave is a measure of mostly bipolar cell function (Figure 7B) [56]. We found that the ω-3 vs. the ω-6 LCPUFA diet decreased rod pathway responses in Phase I ROP mice (Figure 7C). The cone pathway responses were less impacted (Figure 7D). Furthermore, we observed a lower body weight in ω-3 vs. ω-6 LCPUFA diet at P30 (Figure 7E). These findings suggested that maintaining adequate ω-6 LCPUFA levels is essential in retinal development and overall body growth, in line with our finding that ω-6 LCPUFA promoted neural retinal maturation and metabolism (Figure 4). 

### 3.5. Dietary ω-3 LCPUFA Increased APN and APN Receptor Levels

Dietary ω-3 LCPUFA supplementation increased APN production and secretion from white adipose tissue in mice modeling late phase ROP [28]. In this study, we examined serum APN levels at P10 in the mouse Phase I ROP model. Circulating bioactive high-molecular-weight (HMW) APN was increased in ω-3 vs. ω-6 LCPUFA-fed C57BL/6J mice (Figure 8A). In addition, we also found that ω-3 vs. ω-6 LCPUFA supplementation increased retinal APN receptor *AdipoR1* mRNA levels in Phase I ROP retinas at P10 (Figure 8B). These findings suggested that ω-3 LCPUFA might activate the APN pathway in the Phase I ROP model. Loss of APN partially abolished the protective effects of ω-3 LCPUFA on retinal vascular patterning (Figure 8C). We also observed higher body weight in ω-3 LCPUFA-fed *Apn^−/−^* mice, further suggesting that the delayed retinal vascular patterning was not due to overall body growth. This finding suggested that APN is involved in mediating ω-3 LCPUFA’s promotion of deep retinal vessel growth in the Phase I ROP model.

### 3.6. Loss of APN Decreased Retinal Lipid Composition

To further examine if low APN levels affect retinal lipid composition in Phase I ROP, we performed lipidomics analysis. At P10, retinas were collected from normoglycemic and hyperglycemic conditions. The retina lipid composition was examined for the major phospholipid classes ChoGpl and EtnGpl, which make up 80% of total retinal lipids in the rod outer segment [57,58,59,60]. Overall, total fatty acids in ChoGpl were decreased with the loss of APN with hypreglycemia and total fatty acids in EtnGpl were decreased with the loss of APN under both normoglycemia and hyperglycemia (Figure 9A). Specifically, loss of APN decreased very-long-chain polyunsaturated fatty acids (≥22C, VLCPUFA), including ω-3 (docosapentaenoic acid DPA 22:5 ω-3, DHA 22:6 ω-3), and ω-6 (adrenic acid AdA 22:4 ω-6, DPA 22:5 ω-6) (Figure 9B). These results further confirmed that low APN levels are associated with low retinal ω-3/ω-6 LCPUFA. 

## 4. Discussion

We found that dietary ω-3 LCPUFA (DHA and EPA) promoted early retinal vascular development, while ω-6 LCPUFA (AA) was essential in maintaining retinal neuronal development and metabolism. Loss of APN led to less ω-3 LCPUFA protection on retinal vascularization and an unbalanced retinal unsaturated lipid composition in hyperglycemia-associated Phase I ROP (delayed vascular development). 

Some clinical trials showed that fish-oil (rich in ω-3 LCPUFA) supplementation reduces the risk for severe ROP in premature infants [19,20,21]. However, other studies found no benefit of fish-oil supplementation on ROP outcome [22,26]. Furthermore, fish-oil supplementation or dietary intake of food rich in ω-3 LCPUFA decreases the risk for age-related macular degeneration [61,62,63,64]. However, dietary supplementation of DHA (350 mg per day) and EPA (650 mg per day) did not reduce the risk of progressing from moderate to advanced age-related macular degeneration, beyond the effects of the original AREDS formulation within the health conscious and well-nourished AREDS2 cohort [65]. Nonetheless, the companies that supplied the NEI AREDS2 project with the study supplements now produce formulations combining DHA and EPA with the AREDS2 formulation endorsed by the NEI. The reasons for the inconsistent observations of ω-3 LCPUFA supplementation in preventing retinopathies are still unclear. It has been noted that fish-oil supplementation (rich in ω-3 LCPUFA) may lower circulating AA levels [66,67] and decrease the AA to DHA ratio in premature infants [22]. Recent reports showed that low postnatal levels of serum AA are strongly associated with ROP development [68], and maintaining adequate AA levels is required for the ω-3 LCPUFA to protect against ROP [23]. Oral supplementation of DHA and AA at 1:2 ratio improves visual acuity at 12 months of age in premature infants, but a higher DHA/AA ratio does not show any additional improvement [24]. More recently, it was shown that oral DHA and AA at 1:2 ratio reduces severe ROP by 50% and increases the serum levels of both AA and DHA in extremely preterm infants [69]. Higher daily DHA ingestion may be associated with less severe ROP only in infants with sufficiently high AA levels [23]. These observations suggest that maintaining DHA/AA equilibrium is essential in protecting against retinal diseases. 

Low levels of circulating DHA are associated with low APN levels in premature infants [28]. Low APN levels are associated with delayed retinal vascularization in Phase I ROP and increase the risk for vision-threatening Phase II ROP [15,28]. In mice, dietary DHA and EPA promote normal retinal vascularization and inhibit pathologic retinal angiogenesis in neonates modeling proliferative ROP [27,28,33,70]. Furthermore, loss of *AdipoR1* attenuates retinal uptake, conservation and elongation of DHA, and causes photoreceptor degeneration in mice [71]. These observations suggest that unbalanced retinal LCPUFA levels cause retinal neurovascular dysfunction. We observed that a ω-3 LCPUFA (DHA and EPA, no AA) diet better protected against hyperglycemia-associated retinal vascular growth delay than a ω-6 LCPUFA (AA, no DHA and EPA) diet at P10. This finding suggests that increasing ω-3 LCPUFA levels would benefit retinal vascularization in early ROP, to prevent late severe ROP by increasing the vascularized retinal area thereby decreasing stimuli for neovascularization. These protective effects are possibly due to increased circulating APN levels and retinal production of *AdipoR1*, because the APN pathway regulates platelet-derived growth factor B production in photoreceptors to control retinal vessel growth in Phase I ROP mice [15]. In the current study, we additionally found that loss of APN led to an unbalanced retinal lipid composition with a robust decrease of ω-3 and ω-6 LCPUFA levels in ChoGpl and EtnGpl. Our finding suggested that mice with APN deficiency have disrupted retinal lipid composition, contributing to disrupted ω-3/ ω-6 equilibrium and delayed retinal development. 

In the current study, using single-cell transcriptomics, we found that the ω-6 (AA) vs. ω-3 (DHA/EPA) diet had lower *Igf1* and *Igf1r* levels in retinal neuronal cells, which was validated in total retinas with qPCR. The *Igf1* signaling is essential in preserving retinal vascularization in Phase 1 ROP [72,73,74,75,76,77]. 

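Of the cell death genes Bcl2, Bcl2l1, Bcl2l11, Myc and the caspases, 9 had enough counts for a test between the diets in at least 1 class, which gave 36 pairs of gene and class. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 pairs passed over all genes tested (smallest adjusted p = 0.497) and 0 when adjusted over the list alone (smallest 0.337), DESeq2 called 0, and 4 had an unadjusted p under 0.05. Their log2 fold changes, ω-6 minus ω-3, ran from -1.25 for Casp2 in cones to 1.02 for Casp2 in Müller glia, a gene with 5 to 29 UMIs per mouse and class.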

We also examined if ω-3 vs. ω-6 LCPUFA modulates the expression of genes involved in cell death; we found very mild changes in *Bcl2, Bcl2l1, Bcl2l11 Casp*, and *Myc* in the retinal clusters (data not shown). Overall, we did not identify any significant pathways using the genes with *p* < 0.05 in the endothelial cell cluster, possibly because the total cell number in this cluster was too small. 

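Endothelial cells, named from markers such as Cldn5 and Pecam1, numbered 115 over all mice. Each ω-3 mouse had 6 of them, and the ω-6 mice had 2 to 21. Phase I ROP mice had 8 to 9 and control mice 8 to 33. Counts per mouse were therefore not tested in this class, for which at least 10 cells in every mouse were required.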

We do not exclude possible direct effects of DHA on retinal endothelial cell function. It was reported that DHA increases antioxidant capacity of human umbilical vein endothelial cells *in vitro* [78]. 

Interestingly, we observed that an ω-6 (AA) vs. ω-3 (DHA/EPA) diet accelerates the retinal neuronal maturing process along with inducing an increased metabolism to balance the energy demand and supply in retinal neurons. Improving retinal metabolism protects against retinal vascular and neuronal developmental dysfunction in the Phase I ROP mouse model [15]. Therefore, we speculated that an ω-3 LCPUFA diet with concomitant low AA shortage might lead to long-term retinal abnormalities, although better retinal vascular coverage was observed at P10. We found that at P30, Phase I ROP mice fed an ω-3 LCPUFA diet with AA shortage exhibited worse rod photoreceptor and downstream bipolar cell responses than those fed an ω-6 LCPUFA diet with ω-3 LCPUFA deficits. Taken together, our findings suggested that AA is essential in maintaining retinal metabolism and long-term retinal neuronal development. 

## 5. Conclusions

In summary, we show that in mice modeling early Phase I ROP with delayed vascular development and metabolic dysfunction, ω-3 LCPUFA (DHA and EPA) was important in promoting normal retinal vascularization, while ω-6 LCPUFA (AA) was essential in maintaining retinal metabolism and neuronal development. ω-3 LCPUFA’s promotion of retinal vessel growth was partially mediated by APN and loss of APN caused an unbalanced retinal LCPUFA (ω-3 and ω-6) composition, which was associated with retinal vascular and neuronal dysfunction. We did not observe significant differences in blood glucose levels between ω-3 and ω-6 LCPUFA-fed mice, suggesting the impact of LCPUFA might not through modulate circulating hyperglycemia. An increase in retinal *Igf1, Igf1r*, and *Adipor1* gene expression suggested a possible direct impact of ω-3 vs. ω-6 LCPUFA on retinal health. Taken together, our current findings suggested that it is important to maintain adequate ω-6 LCPUFA (AA) levels while supplementing with ω-3 LCPUFA to prevent ROP. 

## Figures and Tables

**Figure 1:**
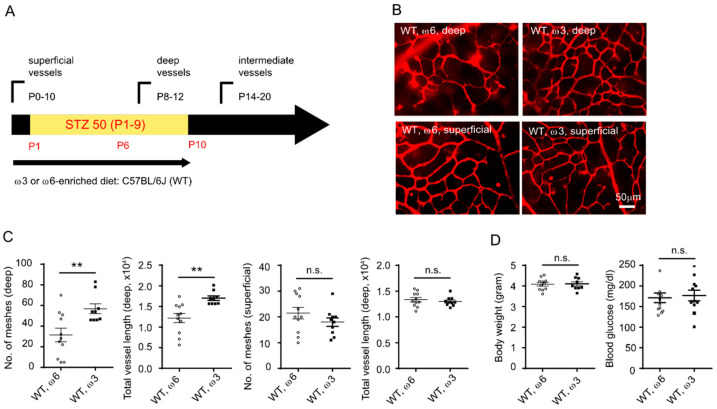
Dietary ω-3 vs. ω-6 LCPUFA supplementation from birth promoted retinal vessel growth in Phase I ROP mice. (**A**) Schematics of hyperglycemic induction in C57BL/6J mice. An amount of 50 mg/kg STZ was i.p. injected daily from P1 to P9. The mice were fed a ω-3 or ω-6 LCPUFA-enriched diet from birth until P10 when the retinas were collected for analysis. (**B**) Representative images of retinal vessels in P10 C57BL/6J STZ-mice fed on ω-3 or ω-6 LCPUFA-enriched diet from birth. Retinal vessels were stained with isolectin. Scale bar, 50 μm. (**C**) ω-3 versus ω-6 LCPUFA-enriched diet promoted retinal vascular network formation at P10 STZ. *n* = 9–11 eyes. Unpaired *t*-test. ** *p* < 0.01, n.s., no significance. Data was represented as mean ± SEM. (**D**) Comparable body weight and blood glucose in ω-3 versus ω-6 LCPUFA-fed C57BL/6J mice. *n* = 9–11 mice. Unpaired *t*-test. n.s., no significance. Data are represented as mean ± SEM.

**Figure 2:**
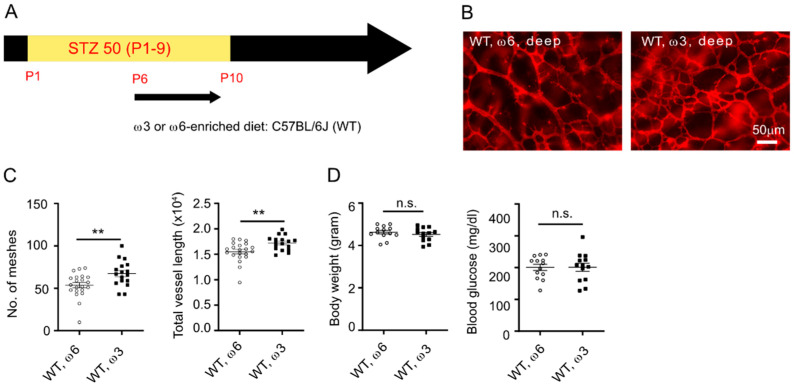
Dietary LCPUFA directly promoted deep retinal vessel growth in Phase I ROP. (**A**) Schematics of hyperglycemic induction in C57BL/6J mice. An amount of 50 mg/kg STZ was i.p. injected daily from P1 to P9. The mice were fed a ω-3 or ω-6 LCPUFA-enriched diet from P6 until P10 when the retinas were collected for analysis. (**B**) Representative images of deep retinal vessels in P10 C57BL/6J STZ mice fed a ω-3 or ω-6 LCPUFA-enriched diet. Retinal vessels were stained with isolectin. Scale bar, 50 μm. (**C**) ω-3 versus ω-6 LCPUFA-enriched diet promoted retinal vascular network formation at P10. *n* = 17–21 eyes. Unpaired *t*-test. ** *p* < 0.01. Data are represented as mean ± SEM. (**D**) Comparable body weight and blood glucose levels in ω-3 versus ω-6 LCPUFA-fed C57BL/6J mice. *n* = 13 mice. Unpaired *t*-test. n.s., no significance. Data are represented as mean ± SEM.

**Figure 3:**
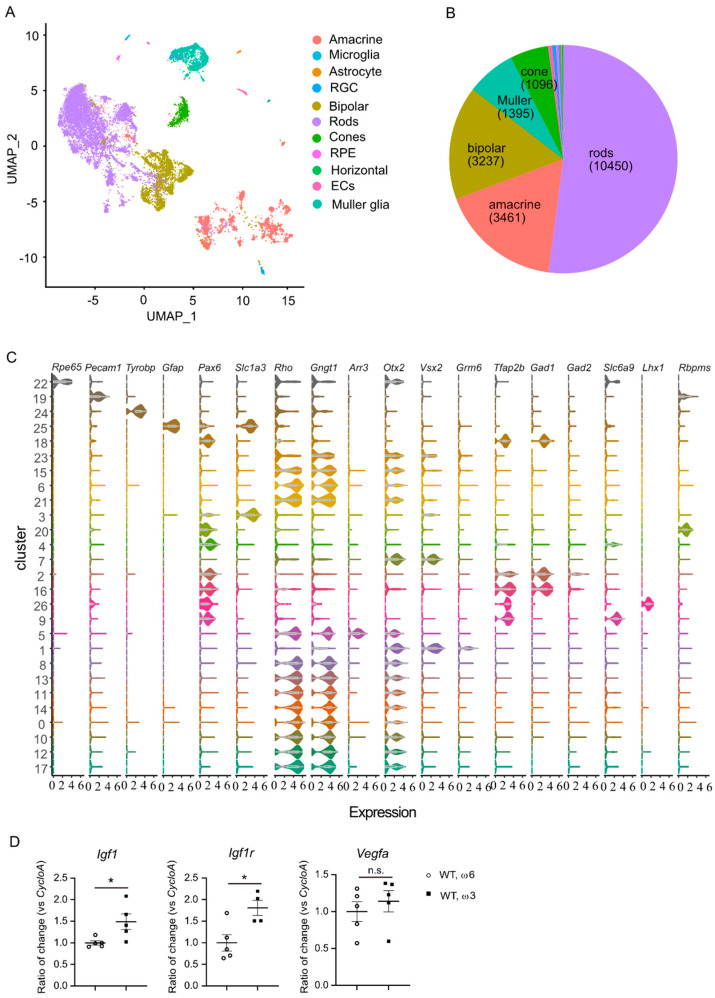
Single-cell analysis of retinas from ω-3 and ω-6-enriched diet-fed Phase I ROP mice. (**A**) UMAP visualization of the dataset, color represents cell classes. (**B**) Proportions of each cell class captured in the dataset, the exact cell number of the top five classes are labeled in the pie chart. (**C**) Visualization of canonical marker gene expressions in each cluster using violin plot. On the x-axis is the expression level of the genes marked on top of each column, while on the y-axis is the clusters computed using resolution of 0.2 (see Methods). (**D**) **A** ω-3 versus ω-6 LCPUFA-enriched diet increased gene expression of total retinal *Igf1* and *Igf1r,* not *Vegfa*, identified with qPCR. *n* = 4–5 mice. Unpaired *t*-test. * *p* < 0.05, n.s., no significance. Data are represented as mean ± SEM.

**Figure 4:**
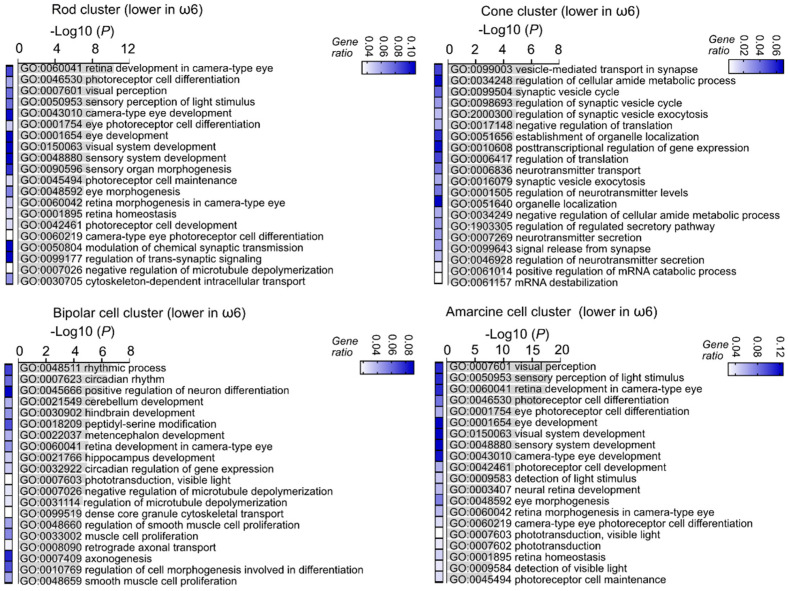
ω-6 vs. ω-3 accelerated neural retinal maturation identified with single-cell analysis. The lower expression of genes in the rod, cone, bipolar, and amacrine cell clusters of ω-6 versus ω-3 LCPUFA-fed Phase I ROP mice were associated with visual signal transduction (synapse-related, circadian rhythm) and eye development related gene ontology terms. Adjusted *p*-values for enriched gene ontology (GO) terms are shown in bar graphs (*p* < 0.05). Gene ratio for each pathway is shown in heatmap.

**Figure 5:**
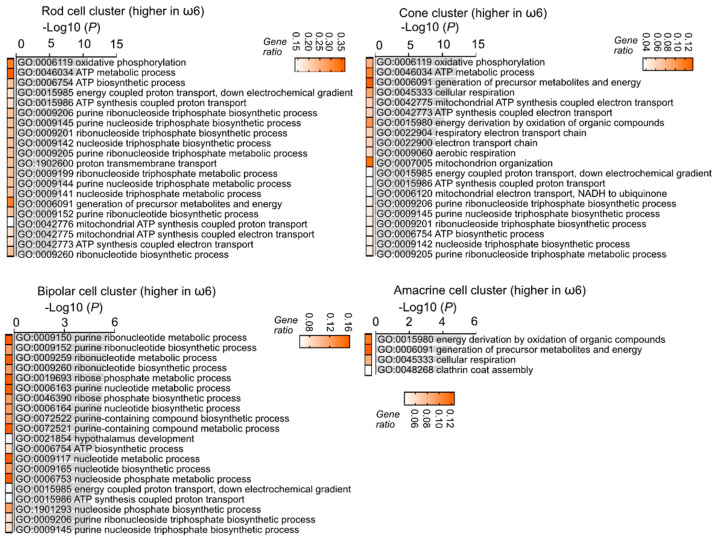
ω-6 vs. ω-3 increased retinal neuronal metabolism identified with single-cell analysis. The higher expression of genes (top 20) in the rod and cone cluster of ω-6 vs ω-3 diet-fed Phase I ROP mice were associated with energy production related gene ontology terms. The higher expression of genes in the bipolar cell cluster of ω-6 versus ω-3 LCPUFA-fed Phase I ROP mice were associated with purine ribonucleotide (components of DNA, RNA, adenosine triphosphate (ATP), guanosine triphosphate (GTP), cyclic adenosine monophosphate (cAMP), nicotinamide adenine dinucleotide (NADH), and coenzyme A) metabolic and biosynthetic process related gene ontology terms. The higher expression of genes in the amacrine cell cluster of ω-6 versus ω-3 LCPUFA-fed Phase I ROP mice were associated with energy production related gene ontology terms. Adjusted *p*-values for enriched gene ontology (GO) terms are shown in bar graphs (*p* < 0.05). Gene ratio for each pathway is shown in heatmap.

**Figure 6:**
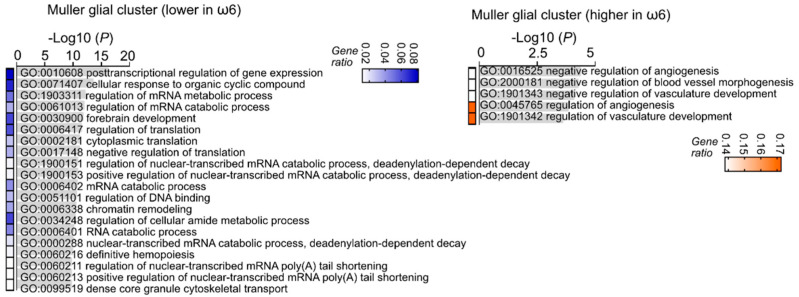
ω-6 versus ω-3 increased Müller glial angiogenic factor expression with single-cell analysis. In the Müller glial cell of ω-6 vs. ω-3 LCPUFA-fed Phase I ROP mice, the lower expression of genes was associated with post-transcriptional regulation, and the higher expression of genes was associated with regulation of angiogenesis and vasculature development related gene ontology terms. Adjusted *p*-values for enriched gene ontology (GO) terms are shown in bar graphs (*p* < 0.05). Gene ratio for each pathway is shown in heatmap.

**Figure 7:**
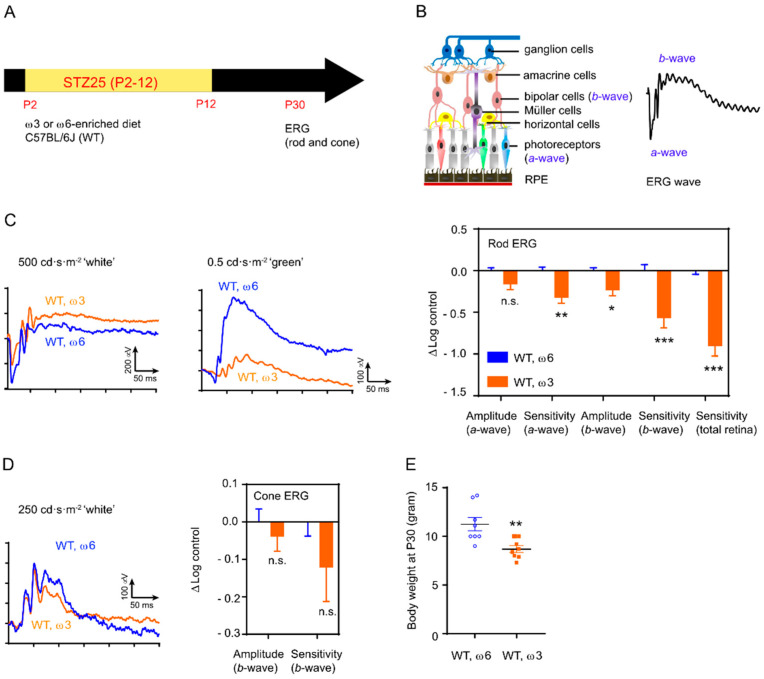
Shortage of dietary ω-6 LCPUFA delayed retinal functional development in Phase I ROP at P30. All ERG data are presented as the log change from control (ΔLog control) and normalized to that from ω-6-diet-fed group. Data are presented as mean ± SEM. (**A**) Schematics of hyperglycemic induction in C57BL/6J mice. An amount of 25 mg/kg STZ was i.p. injected daily from P2 to P12. The mice were fed on ω-3 or ω-6 LCPUFA-enriched diet from P1 until P30. (**B**) Schematics of ERG wave and corresponding retinal neurons: a-wave (photoreceptors), b-wave (bipolar cells). (**C**) ω-3 versus ω-6 LCPUFA diet decreased rod pathway responses in Phase I ROP mice. Representative rod ERG plots with ‘white’ (for maximal a-wave) and ‘green’ (for maximal b-wave) light stimulation are shown. *n* = 13–14 eyes. Multiple *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, n.s., no significance. (**D**) No significant changes in cone ERG amplitude and sensitivity of bipolar cells in ω-3 versus ω-6 LCPUFA fed mice. Representative cone ERG plots are shown. *n* = 13–14 eyes. Multiple *t*-test. n.s., no significance. (**E**) Decreased body growth in ω-3 versus ω-6 LCPFA-fed mice. *n* = 8 mice per group. Unpaired *t*-test, ** *p* < 0.01.

**Figure 8:**
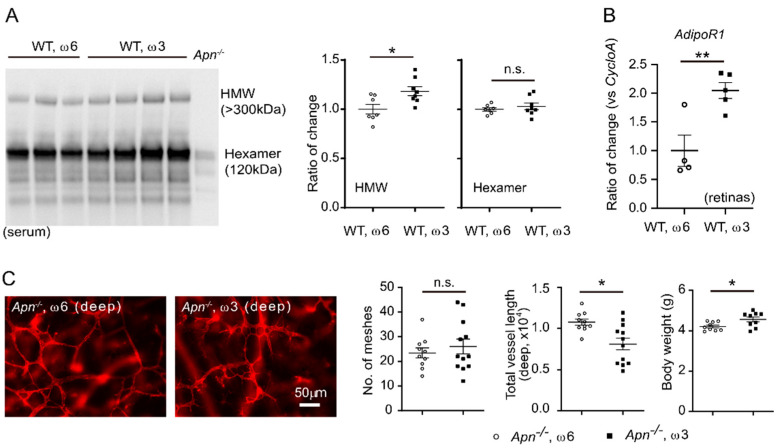
APN mediated ω-3-LCPUFA promotion on retinal vessel growth in Phase I ROP. (**A**) ω- 3 versus ω-6 LCPUFA-enriched diet increased serum HMW APN levels. A total of 1 μL serum was used for Western Blot. *n* = 7–8 mice per group. Unpaired *t*-test. * *p* < 0.05, n.s., no significance. Data are represented as mean ± SEM. (**B**) ω-3 versus ω-6 LCPUFA-enriched diet increased retinal *AdipoR1* expression. *n* = 4–5 mice per group. Unpaired *t*-test. ** *p* < 0.01. Data are represented as mean ± SEM. (**C**) APN deficiency partially abolished ω-3 vs. ω-6 LCPUFA promotion of retinal vessel growth. Representative images of retinal vessels in P10 *Apn^−/−^* Phase I ROP mice fed a ω-3 or ω-6 LCPUFA-enriched diet from P6. Retinal vessels were stained with isolectin. Scale bar, 50 μm. Loss of APN delayed vascular network formation in mice fed with either diet. *n* = 10–12 eyes per group. Loss of APN also delayed body growth in ω-6 LCPUFA-fed mice. *n* = 9 mice per group. Unpaired *t*-test. * *p* < 0.05, n.s., no significance. Data are represented as mean ± SEM.

**Figure 9:**
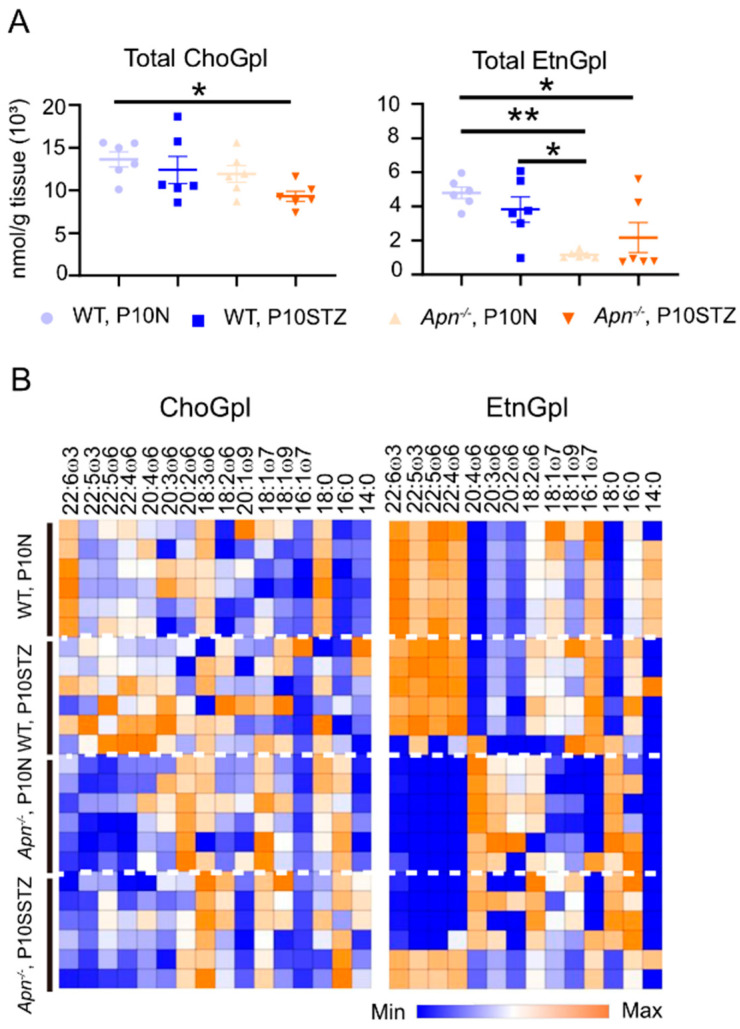
Loss of APN decreased unsaturated retinal lipid composition. Hyperglycemic induction in C57BL/6J (WT) and *Apn^−/−^* mice. An amount of 50 mg/kg STZ was i.p. injected daily from P1 to P9. At P10 the retinas were collected for lipidomic analysis. (**A**) Loss of APN caused reduced total fatty acids in ChoGpl and EtnGpl. ChoGpl, phosphatidylcholine; EtnGpl, phosphatidylethanolamine. 6–8 retinas were pooled as *n* = 1. *n* = 6 per group. ANOVA with Tukey’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01. (**B**) In ChoGpl and EtnGpl, loss of APN decreased VLCPUFA (≥22C). 6–8 retinas were pooled as *n* = 1. *n* = 6 per group. Blue: minimum of levels; orange: maximum of levels. Heatmap was generated using ratio of change in percent mol (Morpheus, Broad Institute).

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14071333/s1, Table S1: Composition of ω-3 and ω-6 diets. Figure S1: Dietary ω-3 vs. ω-6 LCPUFA supplementation from birth under normoglycemia. Figure S2: The most up-regulated genes in cell cluster of Phase I ROP versus normal control mice; Figure S3: The most down-regulated genes in cell cluster of Phase I ROP versus normal control mice.

## Abbreviations

AA	Arachidonic acid
AdA	Adrenic acid
APN	Adiponectin
ATP	Adenosine triphosphate
cAMP	Cyclic adenosine monophosphate
ChoGpl	Choline glycerophospholipids
DHA	Docosahexaenoic acid
DPA	Docosapentaenoic acid
ECL	Enhanced chemiluminescence
EPA	Eicosapentaenoic acid
ERG	Electroretinography
EtnGpl	Ethanolamine glycerophospholipids
FAME	Fatty acid methyl esters
GEO	Gene Expression Omnibus
GTP	Guanosine triphosphate
HMS	Harvard Medical School
HMW	High-molecular-weight
HVGs	High variable genes
IGF1	Insulin-like growth factor 1
LCPUFA	Long-chain polyunsaturated fatty acids
NADH	Nicotinamide adenine dinucleotide (reduced)
PBS	Phosphate buffered saline
ROP	Retinopathy of prematurity
STZ	Streptozotocin
TLC	Thin-layer chromatography
VLCPUFA	Very long-chain polyunsaturated fatty acid
WT	Wild type

## References

[1] Hellstrom A., Smith L.E., Dammann O. (2013). Retinopathy of prematurity. Lancet.

[2] Chen J., Stahl A., Hellstrom A., Smith L.E. (2011). Current update on retinopathy of prematurity: Screening and treatment. Curr. Opin. Pediatr..

[3] Asano M.K., Dray P.B. (2014). Retinopathy of prematurity. Dis. Mon. DM.

[4] Azad R., Dave V., Jalali S. (2011). Use of intravitreal anti-VEGF: Retinopathy of prematurity surgeons’ in Hamlet’s dilemma?. Indian J. Ophthalmol..

[5] Au S.C., Tang S.M., Rong S.S., Chen L.J., Yam J.C. (2015). Association between hyperglycemia and retinopathy of prematurity: A systemic review and meta-analysis. Sci. Rep..

[6] Ahmadpour-Kacho M., Motlagh A.J., Rasoulinejad S.A., Jahangir T., Bijani A., Pasha Y.Z. (2014). Correlation between hyperglycemia and retinopathy of prematurity. Pediatr. Int..

[7] Garg R., Agthe A.G., Donohue P.K., Lehmann C.U. (2003). Hyperglycemia and retinopathy of prematurity in very low birth weight infants. J. Perinatol..

[8] Mohamed S., Murray J.C., Dagle J.M., Colaizy T. (2013). Hyperglycemia as a risk factor for the development of retinopathy of prematurity. BMC Pediatr..

[9] Kaempf J.W., Kaempf A.J., Wu Y., Stawarz M., Niemeyer J., Grunkemeier G. (2011). Hyperglycemia, insulin and slower growth velocity may increase the risk of retinopathy of prematurity. J. Perinatol..

[10] Mohsen L., Abou-Alam M., El-Dib M., Labib M., Elsada M., Aly H. (2014). A prospective study on hyperglycemia and retinopathy of prematurity. J. Perinatol..

[11] Ertl T., Gyarmati J., Gaal V., Szabo I. (2006). Relationship between hyperglycemia and retinopathy of prematurity in very low birth weight infants. Biol. Neonate.

[12] Chavez-Valdez R., McGowan J., Cannon E., Lehmann C.U. (2011). Contribution of early glycemic status in the development of severe retinopathy of prematurity in a cohort of ELBW infants. J. Perinatol..

[13] Binder N.D., Raschko P.K., Benda G.I., Reynolds J.W. (1989). Insulin infusion with parenteral nutrition in extremely low birth weight infants with hyperglycemia. J. Pediatr..

[14] Blanco C.L., Baillargeon J.G., Morrison R.L., Gong A.K. (2006). Hyperglycemia in extremely low birth weight infants in a predominantly Hispanic population and related morbidities. J. Perinatol..

[15] Fu Z., Lofqvist C.A., Liegl R., Wang Z., Sun Y., Gong Y., Liu C.H., Meng S.S., Burnim S.B., Arellano I. (2018). Photoreceptor glucose metabolism determines normal retinal vascular growth. EMBO Mol. Med..

[16] Salis E.R., Reith D.M., Wheeler B.J., Broadbent R.S., Medlicott N.J. (2017). Hyperglycaemic preterm neonates exhibit insulin resistance and low insulin production. BMJ Paediatr. Open.

[17] Martin C.R., Dasilva D.A., Cluette-Brown J.E., Dimonda C., Hamill A., Bhutta A.Q., Coronel E., Wilschanski M., Stephens A.J., Driscoll D.F. (2011). Decreased postnatal docosahexaenoic and arachidonic acid blood levels in premature infants are associated with neonatal morbidities. J. Pediatr..

[18] Baack M.L., Puumala S.E., Messier S.E., Pritchett D.K., Harris W.S. (2015). What is the relationship between gestational age and docosahexaenoic acid (DHA) and arachidonic acid (ARA) levels?. Prostaglandins Leukot. Essent. Fat Acids.

[19] Pawlik D., Lauterbach R., Walczak M., Hurkala J., Sherman M.P. (2014). Fish-oil fat emulsion supplementation reduces the risk of retinopathy in very low birth weight infants: A prospective, randomized study. JPEN J. Parenter. Enter. Nutr..

[20] Pawlik D., Lauterbach R., Turyk E. (2011). Fish-oil fat emulsion supplementation may reduce the risk of severe retinopathy in VLBW infants. Pediatrics.

[21] Beken S., Dilli D., Fettah N.D., Kabatas E.U., Zenciroglu A., Okumus N. (2014). The influence of fish-oil lipid emulsions on retinopathy of prematurity in very low birth weight infants: A randomized controlled trial. Early Hum. Dev..

[22] Najm S., Lofqvist C., Hellgren G., Engstrom E., Lundgren P., Hard A.L., Lapillonne A., Savman K., Nilsson A.K., Andersson M.X. (2017). Effects of a lipid emulsion containing fish oil on polyunsaturated fatty acid profiles, growth and morbidities in extremely premature infants: A randomized controlled trial. Clin. Nutr. ESPEN.

[23] Hellstrom A., Pivodic A., Granse L., Lundgren P., Sjobom U., Nilsson A.K., Soderling H., Hard A.L., Smith L.E.H., Lofqvist C.A. (2021). Association of Docosahexaenoic Acid and Arachidonic Acid Serum Levels With Retinopathy of Prematurity in Preterm Infants. JAMA Netw Open.

[24] Birch E.E., Carlson S.E., Hoffman D.R., Fitzgerald-Gustafson K.M., Fu V.L., Drover J.R., Castaneda Y.S., Minns L., Wheaton D.K., Mundy D. (2010). The DIAMOND (DHA Intake And Measurement Of Neural Development) Study: A double-masked, randomized controlled clinical trial of the maturation of infant visual acuity as a function of the dietary level of docosahexaenoic acid. Am. J. Clin. Nutr..

[25] Smithers L.G., Gibson R.A., McPhee A., Makrides M. (2008). Higher dose of docosahexaenoic acid in the neonatal period improves visual acuity of preterm infants: Results of a randomized controlled trial. Am. J. Clin. Nutr..

[26] Molloy C.S., Stokes S., Makrides M., Collins C.T., Anderson P.J., Doyle L.W. (2016). Long-term effect of high-dose supplementation with DHA on visual function at school age in children born at <33 wk gestational age: Results from a follow-up of a randomized controlled trial. Am. J. Clin. Nutr..

[27] Fu Z., Liegl R., Wang Z., Gong Y., Liu C.H., Sun Y., Cakir B., Burnim S.B., Meng S.S., Lofqvist C. (2017). Adiponectin Mediates Dietary Omega-3 Long-Chain Polyunsaturated Fatty Acid Protection Against Choroidal Neovascularization in Mice. Investig. Ophthalmol. Vis. Sci..

[28] Fu Z., Lofqvist C.A., Shao Z., Sun Y., Joyal J.S., Hurst C.G., Cui R.Z., Evans L.P., Tian K., SanGiovanni J.P. (2015). Dietary omega-3 polyunsaturated fatty acids decrease retinal neovascularization by adipose-endoplasmic reticulum stress reduction to increase adiponectin. Am. J. Clin. Nutr..

[29] Ito R., Satoh-Asahara N., Yamakage H., Sasaki Y., Odori S., Kono S., Wada H., Suganami T., Ogawa Y., Hasegawa K. (2014). An increase in the EPA/AA ratio is associated with improved arterial stiffness in obese patients with dyslipidemia. J. Atheroscler. Thromb..

[30] Crawford M.A., Golfetto I., Ghebremeskel K., Min Y., Moodley T., Poston L., Phylactos A., Cunnane S., Schmidt W. (2003). The potential role for arachidonic and docosahexaenoic acids in protection against some central nervous system injuries in preterm infants. Lipids.

[31] Martinez M. (1992). Tissue levels of polyunsaturated fatty acids during early human development. J. Pediatr..

[32] Dorrell M.I., Friedlander M. (2006). Mechanisms of endothelial cell guidance and vascular patterning in the developing mouse retina. Prog. Retin. Eye Res..

[33] Connor K.M., SanGiovanni J.P., Lofqvist C., Aderman C.M., Chen J., Higuchi A., Hong S., Pravda E.A., Majchrzak S., Carper D. (2007). Increased dietary intake of omega-3-polyunsaturated fatty acids reduces pathological retinal angiogenesis. Nat. Med..

[34] Gong Y., Fu Z., Edin M.L., Liu C.H., Wang Z., Shao Z., Fredrick T.W., Saba N.J., Morss P.C., Burnim S.B. (2016). Cytochrome P450 Oxidase 2C Inhibition Adds to omega-3 Long-Chain Polyunsaturated Fatty Acids Protection Against Retinal and Choroidal Neovascularization. Arterioscler. Thromb. Vasc. Biol..

[35] Gong Y., Shao Z., Fu Z., Edin M.L., Sun Y., Liegl R.G., Wang Z., Liu C.H., Burnim S.B., Meng S.S. (2016). Fenofibrate Inhibits Cytochrome P450 Epoxygenase 2C Activity to Suppress Pathological Ocular Angiogenesis. EBioMedicine.

[36] Fu Z., Qiu C., Cagnone G., Tomita Y., Huang S., Cakir B., Kotoda Y., Allen W., Bull E., Akula J.D. (2021). Retinal glial remodeling by FGF21 preserves retinal function during photoreceptor degeneration. iScience.

[37] Tomita Y., Qiu C., Bull E., Allen W., Kotoda Y., Talukdar S., Smith L.E.H., Fu Z. (2021). Muller glial responses compensate for degenerating photoreceptors in retinitis pigmentosa. Exp. Mol. Med..

[38] Zilionis R., Nainys J., Veres A., Savova V., Zemmour D., Klein A.M., Mazutis L. (2017). Single-cell barcoding and sequencing using droplet microfluidics. Nat. Protoc..

[39] Klein A.M., Mazutis L., Akartuna I., Tallapragada N., Veres A., Li V., Peshkin L., Weitz D.A., Kirschner M.W. (2015). Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. Cell.

[40] Srinivasa S., Garcia-Martin R., Torriani M., Fitch K.V., Carlson A.R., Kahn C.R., Grinspoon S.K. (2021). Altered pattern of circulating miRNAs in HIV lipodystrophy perturbs key adipose differentiation and inflammation pathways. JCI Insight.

[41] Hung R.J., Hu Y., Kirchner R., Liu Y., Xu C., Comjean A., Tattikota S.G., Li F., Song W., Ho Sui S. (2020). A cell atlas of the adult Drosophila midgut. Proc. Natl. Acad. Sci. USA.

[42] Svensson V., Natarajan K.N., Ly L.H., Miragaia R.J., Labalette C., Macaulay I.C., Cvejic A., Teichmann S.A. (2017). Power analysis of single-cell RNA-sequencing experiments. Nat. Methods.

[43] Srivastava A., Sarkar H., Gupta N., Patro R. (2016). RapMap: A rapid, sensitive and accurate tool for mapping RNA-seq reads to transcriptomes. Bioinformatics.

[44] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M., Hao Y., Stoeckius M., Smibert P., Satija R. (2019). Comprehensive Integration of Single-Cell Data. Cell.

[45] Yan W., Laboulaye M.A., Tran N.M., Whitney I.E., Benhar I., Sanes J.R. (2020). Mouse Retinal Cell Atlas: Molecular Identification of over Sixty Amacrine Cell Types. J. Neurosci. Off. J. Soc. Neurosci..

[46] Finak G., McDavid A., Yajima M., Deng J., Gersuk V., Shalek A.K., Slichter C.K., Miller H.W., McElrath M.J., Prlic M. (2015). MAST: A flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol..

[47] Fu Z., Wang Z., Liu C.H., Gong Y., Cakir B., Liegl R., Sun Y., Meng S.S., Burnim S.B., Arellano I. (2018). Fibroblast Growth Factor 21 Protects Photoreceptor Function in Type 1 Diabetic Mice. Diabetes.

[48] Hood D.C., Birch D.G. (1994). Rod phototransduction in retinitis pigmentosa: Estimation and interpretation of parameters derived from the rod a-wave. Investig. Ophthalmol. Vis. Sci..

[49] Lamb T.D., Pugh E.N. (1992). A quantitative account of the activation steps involved in phototransduction in amphibian photoreceptors. J. Physiol..

[50] Pugh E.N., Lamb T.D. (1993). Amplification and kinetics of the activation steps in phototransduction. Biochim. Biophys. Acta.

[51] Fulton A.B., Rushton W.A. (1978). The human rod ERG: Correlation with psychophysical responses in light and dark adaptation. Vis. Res..

[52] Akula J.D., Mocko J.A., Benador I.Y., Hansen R.M., Favazza T.L., Vyhovsky T.C., Fulton A.B. (2008). The neurovascular relation in oxygen-induced retinopathy. Mol. Vis..

[53] Young R.W. (1985). Cell differentiation in the retina of the mouse. Anat. Rec..

[54] Le Y.Z. (2017). VEGF production and signaling in Muller glia are critical to modulating vascular function and neuronal integrity in diabetic retinopathy and hypoxic retinal vascular diseases. Vis. Res..

[55] Zhang J.L., Chen G.W., Liu Y.C., Wang P.Y., Wang X., Wan Y.L., Zhu J., Gao H.Q., Yin J., Wang W. (2012). Secreted protein acidic and rich in cysteine (SPARC) suppresses angiogenesis by down-regulating the expression of VEGF and MMP-7 in gastric cancer. PLoS ONE.

[56] Akula J.D., Hansen R.M., Tzekov R., Favazza T.L., Vyhovsky T.C., Benador I.Y., Mocko J.A., McGee D., Kubota R., Fulton A.B. (2010). Visual cycle modulation in neurovascular retinopathy. Exp. Eye Res..

[57] Fu Z., Chen C.T., Cagnone G., Heckel E., Sun Y., Cakir B., Tomita Y., Huang S., Li Q., Britton W. (2019). Dyslipidemia in retinal metabolic disorders. EMBO Mol. Med..

[58] Fu Z., Kern T.S., Hellstrom A., Smith L. (2020). Fatty acid oxidation and photoreceptor metabolic needs. J. Lipid Res..

[59] Daemen F.J. (1973). Vertebrate rod outer segment membranes. Biochim. Biophys. Acta.

[60] Anderson R.E., Maude M.B. (1970). Phospholipids of bovine outer segments. Biochemistry.

[61] Sangiovanni J.P., Agron E., Meleth A.D., Reed G.F., Sperduto R.D., Clemons T.E., Chew E.Y., Age-Related Eye Disease Study Research Group (2009). {omega}-3 Long-chain polyunsaturated fatty acid intake and 12-y incidence of neovascular age-related macular degeneration and central geographic atrophy: AREDS report 30, a prospective cohort study from the Age-Related Eye Disease Study. Am. J. Clin. Nutr..

[62] Christen W.G., Schaumberg D.A., Glynn R.J., Buring J.E. (2011). Dietary omega-3 fatty acid and fish intake and incident age-related macular degeneration in women. Arch. Ophthalmol..

[63] Tan J.S., Wang J.J., Flood V., Mitchell P. (2009). Dietary fatty acids and the 10-year incidence of age-related macular degeneration: The Blue Mountains Eye Study. Arch. Ophthalmol..

[64] Ho L., van Leeuwen R., Witteman J.C., van Duijn C.M., Uitterlinden A.G., Hofman A., de Jong P.T., Vingerling J.R., Klaver C.C. (2011). Reducing the genetic risk of age-related macular degeneration with dietary antioxidants, zinc, and omega-3 fatty acids: The Rotterdam study. Arch. Ophthalmol.

[65] Age-Related Eye Disease Study 2 Research Group (2013). Lutein + zeaxanthin and omega-3 fatty acids for age-related macular degeneration: The Age-Related Eye Disease Study 2 (AREDS2) randomized clinical trial. JAMA.

[66] Zhao Y., Wu Y., Pei J., Chen Z., Wang Q., Xiang B. (2015). Safety and efficacy of parenteral fish oil-containing lipid emulsions in premature neonates. J. Pediatr. Gastroenterol. Nutr..

[67] D’Ascenzo R., Savini S., Biagetti C., Bellagamba M.P., Marchionni P., Pompilio A., Cogo P.E., Carnielli V.P. (2014). Higher docosahexaenoic acid, lower arachidonic acid and reduced lipid tolerance with high doses of a lipid emulsion containing 15% fish oil: A randomized clinical trial. Clin. Nutr..

[68] Lofqvist C.A., Najm S., Hellgren G., Engstrom E., Savman K., Nilsson A.K., Andersson M.X., Hard A.L., Smith L.E.H., Hellstrom A. (2018). Association of Retinopathy of Prematurity With Low Levels of Arachidonic Acid: A Secondary Analysis of a Randomized Clinical Trial. JAMA Ophthalmol..

[69] Hellstrom A., Nilsson A.K., Wackernagel D., Pivodic A., Vanpee M., Sjobom U., Hellgren G., Hallberg B., Domellof M., Klevebro S. (2021). Effect of Enteral Lipid Supplement on Severe Retinopathy of Prematurity: A Randomized Clinical Trial. JAMA Pediatr..

[70] Stahl A., Sapieha P., Connor K.M., Sangiovanni J.P., Chen J., Aderman C.M., Willett K.L., Krah N.M., Dennison R.J., Seaward M.R. (2010). Short communication: PPAR gamma mediates a direct antiangiogenic effect of omega 3-PUFAs in proliferative retinopathy. Circ. Res..

[71] Rice D.S., Calandria J.M., Gordon W.C., Jun B., Zhou Y., Gelfman C.M., Li S., Jin M., Knott E.J., Chang B. (2015). Adiponectin receptor 1 conserves docosahexaenoic acid and promotes photoreceptor cell survival. Nat. Commun..

[72] Cakir B., Hellstrom W., Tomita Y., Fu Z., Liegl R., Winberg A., Hansen-Pupp I., Ley D., Hellstrom A., Lofqvist C. (2020). IGF1, serum glucose, and retinopathy of prematurity in extremely preterm infants. JCI Insight.

[73] Hellstrom A., Perruzzi C., Ju M., Engstrom E., Hard A.L., Liu J.L., Albertsson-Wikland K., Carlsson B., Niklasson A., Sjodell L. (2001). Low IGF-I suppresses VEGF-survival signaling in retinal endothelial cells: Direct correlation with clinical retinopathy of prematurity. Proc. Natl. Acad. Sci. USA.

[74] Hard A.L., Smith L.E., Hellstrom A. (2013). Nutrition, insulin-like growth factor-1 and retinopathy of prematurity. Semin. Fetal Neonatal Med..

[75] Hellstrom A., Engstrom E., Hard A.L., Albertsson-Wikland K., Carlsson B., Niklasson A., Lofqvist C., Svensson E., Holm S., Ewald U. (2003). Postnatal serum insulin-like growth factor I deficiency is associated with retinopathy of prematurity and other complications of premature birth. Pediatrics.

[76] Jensen A.K., Ying G.S., Huang J., Quinn G.E., Binenbaum G. (2017). Postnatal Serum Insulin-Like Growth Factor I and Retinopathy of Prematurity. Retina.

[77] Hellgren G., Lundgren P., Pivodic A., Lofqvist C., Nilsson A.K., Ley D., Savman K., Smith L.E., Hellstrom A. (2021). Decreased Platelet Counts and Serum Levels of VEGF-A, PDGF-BB, and BDNF in Extremely Preterm Infants Developing Severe ROP. Neonatology.

[78] Ishikado A., Morino K., Nishio Y., Nakagawa F., Mukose A., Sono Y., Yoshioka N., Kondo K., Sekine O., Yoshizaki T. (2013). 4-Hydroxy hexenal derived from docosahexaenoic acid protects endothelial cells via Nrf2 activation. PLoS ONE.

How the deposited data were processed for this re-analysis (not part of the article)

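Retinas of C57BL/6J littermates were dissociated with papain at P10 and single cells were captured with inDrop v3. As the paper states them, the mice were vehicle controls (n = 3), Phase I ROP mice treated with STZ (n = 3), and Phase I ROP mice fed the ω-3 diet (n = 2) or the ω-6 diet (n = 3). The libraries were sequenced on a NextSeq 500. The authors identified barcodes and UMIs with umis in bcbio-nextgen, left out barcodes with fewer than 500 reads, assigned reads with Rapmap to mouse transcripts of GRCm38 (GENCODE M23), and summed unique UMIs per gene. The deposited values are whole UMI counts per gene and cell without normalization, for 25311 genes and 20067 cells.

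Cells with more than 300 genes (20033 cells) and genes seen in more than 10 cells (24956 genes) entered the clustering with Seurat 5.3.0. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were used, and 75 of 100 principal components gave 24 clusters at a resolution of 0.2. Clusters were named from canonical markers, by markers among the 10 leading genes and by the share of cells with each marker. Total UMIs per mouse ran from 2563064 to 6516478 over all groups, and median genes per cell from 674 to 1146. The shares of changes that such depths let the test find were measured on simulated data, as given with the results.

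UMIs were summed per mouse and class, so that the mouse was the replicate, in classes where each mouse had at least 10 cells. Retinal ganglion cells and endothelial cells did not reach this number and were left out of the tests. Phase I ROP was compared with control, and the ω-6 diet with the ω-3 diet, with only the 2 groups compared in the fit. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM scaling, the default filter on low counts and an adjusted p under 0.05 by the Benjamini-Hochberg method. Log2 CPM used a prior count of 2. Shares of cell classes were compared by an exact two-sided permutation test over mice. Against a group without counts, a fold is given as a lower limit taken from 3 counts over the group, and intervals of counts are at 95%.

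Gene lists were tested with camera of limma 3.58.1 at a correlation between genes of 0.01, with fry beside it, and adjusted over 25 combinations of list and class for Phase I ROP and 20 for the diets. The lists and their genes in the data were visual perception (47), eye development (62), axon development (88), synapse organization (86), oxidative phosphorylation (79), circadian rhythm (38), gliogenesis (53), genes that restrain (51) or promote (60) angiogenesis, post-transcriptional regulation (95), dissociation response (28), glycolysis (17) and mitochondrially encoded proteins (13). The genes named in the text are those the paper names, and in each class the 3 largest increases and 3 largest decreases among called genes whose mice do not overlap. Any other gene is named as chosen after its values were seen. Coordinates and transcript lengths came from GENCODE M21 of GRCm38, in which 96.7% of genes were matched by name.

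The samples, comparisons, tests, gene lists, markers, rule for named genes and all alternatives but those named next were set before the data were examined. Chosen later were the analysis without the 5% of cells with the highest Scrublet scores, because Scrublet itself marked 0.359% of cells, and a clustering without the marker genes and the visual perception list. Also changed after values were seen was the set of genes given to DESeq2, from all genes with a count to the genes of the edgeR test. The tests of transcript length and ribosomal protein genes, and their criteria, were chosen after the values of the oxidative phosphorylation list were seen. The tests of chance, RNAs without poly(A) tails, tissue handling and free rod RNA were chosen after the results were seen, as was the reading of the thinned sums as a test of depth. The criteria for depth, transcript length and ribosomal protein genes were later changed with their values known. Depth now rests on the share of tested genes called, or on overlap of the sums where these were nearly equal. Length rests on fewer than 0.05/9 of draws reaching the list, in place of none, and the ribosomal test on an interval over mice at 0.05/9, in place of 50% of the shift. The edgeR and list tests were tested on simulated data, in 5 draws with 200 changed genes each. The simulated genes were drawn independently, without correlation between genes. These simulations were first run after a first fit of the real data, and were redrawn from 1 draw to the present number after their first results.

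The alternatives were DESeq2 1.42.0, median-of-ratios scaling, no filter on low counts, all 4 groups in 1 fit, mice of the same number as a block, each mouse left out in turn, cells with more than 500 genes, removal of doublets marked by Scrublet in scanpy 1.11.5, classes by marker score, sums thinned to equal depth, subtraction of free RNA (not in rods and cones, and not for visual perception), fry, Reactome lists of respiratory electron transport (83 genes) and visual phototransduction (72 genes), oxidative phosphorylation with mitochondrially encoded genes, and cells pooled without regard to mice. Transcript length was weighed with 10000 draws, each taken from the 50 genes nearest in length. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.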

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

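The test of tissue handling was chosen only after the result was seen, while the classes by marker score and the runs without 1 mouse were set beforehand.

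Genes of the dissociation response, such as Fos, Jun and Egr1, lie outside those the paper discusses and rose in Phase I ROP above the control mice. The mean log2 fold change of the list was 2.97 in rods, 2.79 in cones, 1.64 in bipolar cells, 2.55 in amacrine cells and 3.25 in Müller glia, with 18 of 19, 14 of 15, 11 of 15, 17 of 20 and 21 of 23 genes higher in these classes. With the genes at 0 counts in control set at their limits, the mean was 2.76 in rods, 2.19 in cones and 3.12 in Müller glia, and the median 2.67, 2.23 and 2.98. Genes of this kind respond to enzymatic dissociation, so handling of the tissue before lysis may have differed between the groups, and this would move the list the same way in every class. The smallest mean over the classes was 1.64, in bipolar cells, so the rise was general. Over all cells of a mouse Fos ran from 26.1 to 90.2 CPM in control and from 407 to 621 in Phase I ROP. On the diets Fos ran from 691 to 783 (ω-3) and from 577 to 805 (ω-6), while Egr1 ran from 1062 to 1106 (ω-3) and from 591 to 743 (ω-6) without overlap. The list as a whole changed by -0.092 to 0.079 between the diets. Handling and a response of the retina to STZ treatment cannot be told apart, because all 3 control libraries stand against all 8 libraries of STZ-treated mice and no batch labels are given.

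Axon development genes moved in opposite directions between classes when Phase I ROP was compared with control. Their mean log2 fold change was -0.79 in rods, against 0.42 in cones, 0.34 in bipolar cells, 0.29 in amacrine cells and 0.20 in Müller glia, and every Phase I ROP mouse lay beyond every control mouse in the direction given. This difference between classes was not tested. The rod value may rest on which cells were taken as rods, since with classes by marker score it was 0.33 (camera adjusted p = 0.125, range 0.00110 to 0.125 over all alternatives). Without control replicate 2 it was -0.56. RNA of other cells in rod droplets and a change in the rods themselves both stay open.

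Igf1 fell in rods of Phase I ROP and rose in bipolar and amacrine cells. In rods it was at 2.97 ± 1.26 CPM in Phase I ROP and 31.1 ± 10.2 in control (SD, n = 3 each), a log2 fold change of -3.18 with an adjusted p of 1.54e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.40 in bipolar cells and 0.50 in amacrine cells, with adjusted p values of 0.103 and 0.172, and the mice of the groups did not overlap in any of these classes. The difference between classes was not tested. Over all alternatives the rod value ran from -3.39 to -2.81. Vsx1, which is also among the largest decreases in rods, fell by 5.34 on the log2 scale. RNA of other cells in control rod droplets and a change in the rods themselves both stay open, and neither was tested.

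Cell death genes moved apart between classes on the diets without any call. Bcl2l1 changed by -0.74 in cones and 0.37 in bipolar cells, with adjusted p of 0.589 and 0.982 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Casp2 changed by -1.25 in cones, -0.60 in bipolar cells, -1.10 in amacrine cells and 1.02 in Müller glia, with adjusted p of 0.626, 0.982, 0.497 and 0.989. In each of these classes every ω-6 mouse lay beyond every ω-3 mouse, which chance gives for 20% of genes with 3 mice against 2. Casp2 rested on 5 to 29 UMIs per mouse and class. The differences between classes were not tested, and no biological explanation was tested.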

How the results depend on the processing

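Each result was recomputed with 1 choice changed at a time, and where a result changed, the cause was not tested. Leaving out the 5% of cells with the highest Scrublet scores and clustering without marker genes were chosen after the data had been seen. The count of called genes between Phase I ROP and control stayed within 1.5 times its value in 70 recomputations and went beyond it in 13, and between the diets these numbers were 51 and 27. Lists compared between Phase I ROP and control kept their direction and their side of the threshold in 353 recomputations, 3 turned, 8 lost and 13 gained a call. Between the diets 227 kept both, 32 turned, 18 lost and 5 gained a call. Named genes kept both in 478 recomputations of Phase I ROP against control.

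Rods had 5504 called genes between Phase I ROP and control with all 4 groups in 1 fit, and 1992 with classes by marker score. Cones had 989 with all 4 groups, 362 with mice of the same number as a block, 1176 with classes by marker score, 119 at equal depth and 386 with DESeq2. Without 1 mouse the cone count ran from 259 (Phase I ROP replicate 3) to 656 (control replicate 2), and the Müller glia count from 313 (control replicate 1) to 454 (control replicate 3). Bipolar cells had 2706 after free RNA was subtracted, and Müller glia 298 with DESeq2.

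Between the diets, where edgeR called 0 genes in each class, DESeq2 called 25 in rods, 2 in cones, 2 in bipolar cells, 10 in amacrine cells and 2 in Müller glia. Its own filter left 2582 genes in rods and 7185 in amacrine cells for the adjustment, against 12587 and 13438 with edgeR. Without a filter on low counts edgeR called 147 in rods, 13 in bipolar cells, 25 in amacrine cells and 12 in Müller glia. With mice of the same number as a block it called 36 in rods, 25 in cones, 12 in bipolar cells, 37 in amacrine cells and 10 in Müller glia. Mice that share a number had correlations of -0.0517 to 0.141 in the other experiment, too low to show pairs. On the diets the correlations were 0.0523 to 0.104 for number 1 and 0.187 to 0.265 for number 2. Xist was high in both mice of number 1 (710.1 and 702 CPM) and low in both mice of number 2 (1.69 and 1.93 CPM). Like levels of Xist do not show pairs. The descriptions in the labels number the diet mice consecutively over both diets. The shared number comes from the titles and by itself marks no pair, so the labels give no ground for this block. With all 4 groups in 1 fit rods had 7. Median-of-ratios scaling and equal depth gave 2 and 2 in rods, mt-Rnr1 and mt-Rnr2 each time, and free RNA subtraction gave 1 in Müller glia, Nr2e3 (-8.07).

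Leaving out 1 mouse on the diets gave 0 calls in rods without ω-3 replicate 2 and 16 without ω-6 replicate 1. In the same way cones ran from 0 (ω-3 replicate 2) to 3 (ω-3 replicate 1), amacrine cells from 0 (ω-6 replicate 1) to 6 (ω-3 replicate 2) and Müller glia from 0 (ω-3 replicate 2) to 2 (ω-3 replicate 1). Without ω-3 replicate 1 the calls were Fmo1, Malat1 and Gm33148 in cones, the hemoglobin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 and Malat1 in amacrine cells, mt-Rnr1 and mt-Rnr2 in Müller glia and mt-Rnr2 in rods. Without ω-6 replicate 2 rods had Gm6265 and Gm47283, and without ω-6 replicate 3 Müller glia had mt-Rnr1. All genes named for these counts were chosen after their values were seen. Where 1 ω-3 mouse was left, it was assumed to vary like the ω-6 mice.

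With classes by marker score, eye development genes in rods of Phase I ROP turned to 0.73 and axon development genes to 0.33. Oxidative phosphorylation in rods lost its call without a filter on low counts (-0.15). In cones axon development was called without a filter (1.26) and by fry (0.42), and synapse organization without a filter (1.25), with all 4 groups (1.00), by marker score (0.81) and by fry (0.57). Without a filter the median of all cone genes was itself 1.11, so the values 1.26 and 1.25 hold relative to a shift of that size. Visual perception in bipolar cells lost its call with the Reactome list (0.24) and by fry (0.60), and turned to -0.16 without the highest Scrublet scores. In Müller glia axon development was called without a filter (0.40) and with all 4 groups (0.30).

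Without 1 mouse, axon development in rods of Phase I ROP ran from -0.91 (control replicate 1) to -0.56 (control replicate 2, call lost), and synapse organization from 0.17 (control replicate 3, call lost) to 0.44 (control replicate 2). In cones axon development ran from 0.39 (Phase I ROP replicate 3) to 1.36 (control replicate 3, called) and was also called without Phase I ROP replicate 2 (0.61). Synapse organization in cones ran from 0.43 (Phase I ROP replicate 2) to 1.15 (control replicate 3, called) and was also called without control replicate 2 (0.86). Visual perception in bipolar cells ran from 0.48 (Phase I ROP replicate 2) to 1.04 (control replicate 3) and lost its call without control replicate 2 (0.52). In Müller glia gliogenesis ran from 0.27 (control replicate 1, call lost) to 0.49 (control replicate 3), with its call also lost without control replicate 2 (0.29). Axon development there ran from 0.20 (Phase I ROP replicate 1) to 0.31 (Phase I ROP replicate 3, called).

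On the diets, visual perception in rods turned with the Reactome list (-0.071), all 4 groups (-0.059) and without the highest Scrublet scores (-0.022). In cones it turned with the Reactome list (0.079), without a filter (0.012), with the block (0.072), without Scrublet doublets (4.3e-04), without the highest scores (0.013) and by marker score (0.048). In bipolar cells it lost its call with the Reactome list (-0.069), all 4 groups (-0.083) and fry (-0.091), and turned with the block (0.047) and without the highest scores (0.11). Fry did not call visual perception in amacrine cells (-0.75), oxidative phosphorylation in bipolar (0.19) and amacrine cells (0.31), or eye development in rods (-0.18), cones (-0.22) and bipolar cells (-0.16). Eye development also turned in cones without a filter (0.014) and in amacrine cells after free RNA subtraction (0.33), and lost its call in bipolar cells without the highest scores (-0.15) and by marker score (-0.10). Synapse organization turned in rods with the block (0.013) and in bipolar cells by marker score (-0.0080) and after free RNA subtraction (-0.0012), and circadian rhythm in bipolar cells by marker score (0.029). In Müller glia post-transcriptional regulation lost its call with the block (-0.16) and fry (-0.16), and the list promoting angiogenesis turned without a filter (-0.093).

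Without 1 mouse on the diets, visual perception ran from -0.078 (ω-6 replicate 2) to 0.15 (ω-3 replicate 2) in rods, from -0.085 (ω-3 replicate 1) to 0.10 (ω-3 replicate 2) in cones, and from -0.24 (ω-6 replicate 1) to 0.051 (ω-6 replicate 3, call lost) in bipolar cells. It was called in rods without ω-3 replicate 1 (-0.041) and lost its call in bipolar cells without ω-3 replicate 2 (-0.012). Between the run without ω-3 replicate 2 and the run without ω-3 replicate 1, eye development went from -0.39 to 0.13 in rods, from -0.31 to 0.0047 in bipolar cells and from -0.26 to -0.0084 in amacrine cells. Without ω-3 replicate 1 the calls in rods and bipolar cells were lost, and without ω-3 replicate 2 amacrine cells gained a call. Without ω-6 replicate 1 rods (-0.18) and bipolar cells (-0.17) lost their calls, as did bipolar cells without ω-6 replicate 2 (-0.11). The same pair of runs took synapse organization from -0.066 to 0.022 in rods, from -0.15 to -0.031 in cones and from 0.31 to -0.15 in bipolar cells, where both runs gave a call, higher and then lower. It was called lower in cones without ω-6 replicate 2 (-0.11) and in amacrine cells without ω-3 replicate 1 (-0.093). In amacrine cells synapse organization ran from -0.12 (ω-6 replicate 2, called) to -0.023 (ω-3 replicate 2). Post-transcriptional regulation in Müller glia lost its call without ω-6 replicate 3 (-0.16). Without ω-3 replicate 1 and then 2, Müller glia had -0.19 and -0.14 for post-transcriptional regulation and -0.12 and 0.26 for the list promoting angiogenesis. The restraining list ran from -0.12 (ω-6 replicate 1) to 0.019 (ω-3 replicate 2).

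Igf1r was -0.23 in cones without ω-3 replicate 1, -0.57 without ω-3 replicate 2, and -0.077 in bipolar cells by marker score. Igf1 in bipolar cells was -0.80 without ω-3 replicate 1 and 0.038 without ω-3 replicate 2. For Vegfa the same pair of runs gave -0.071 and 1.06 in Müller glia, -0.33 and 0.12 in amacrine cells, -0.22 and 0.14 in bipolar cells, -0.93 and 0.37 in cones, and 0.24 and -0.76 in rods. The remaining 192 recomputations of named genes on the diets kept direction and side of the threshold. Of the shares of cell classes, that of endothelial cells turned by marker score (-0.16 percentage points between the diets), and the others kept their direction.

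Scrublet's own threshold marked 72 of 20033 cells, too few to test the effect of doublets. Retinal ganglion and endothelial cells had no test, and so no alternatives. Depth limits cones of control mice most, where 3127 genes were tested, and 547 at equal depth.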

Differences from the paper's values

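Read as log2 values, the fold changes that the paper states in its text for the classes tested here each lie within the standard error of the value computed here. The paper's single-cell test took cells as replicates and the test here took mice. The paper gives 0.34834 for Igf1 in bipolar cells, and 0.34605, 0.29324, 0.29486 and 0.28019 for Igf1r in rods, cones, bipolar and amacrine cells, as ω-3 over ω-6. From mice these values were 0.46 for Igf1, and 0.28, 0.41, 0.37 and 0.24 for Igf1r on the log2 scale. For Sparc in Müller glia, as ω-6 over ω-3, the paper gives 0.62687 and the mice gave 0.50. In retinal ganglion cells, where too few cells were present for a test, the paper gives 0.27061 for Igf1r. The ratio of the mean CPM of the mice gave 0.084 on the log2 scale. The larger SD over the mice of a diet was 0.83 on that scale, too wide for a comparison.

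The paper does not name the base of its logarithm, and Seurat 3.2.2, the version it names, gives natural logarithms. Pooled over cells without regard to mice, the natural logarithms were 0.23 for Igf1, and 0.24, 0.21, 0.21, 0.19 and 0.18 for Igf1r in rods, cones, bipolar, amacrine and ganglion cells, and 0.45 for Sparc. On the log2 scale these same values were 0.34, 0.35, 0.30, 0.30, 0.27, 0.25 and 0.65, close to the paper's series, a change of scale made after the values were seen. On the natural scale, Igf1r in rods and Sparc in Müller glia lay apart from the paper's values by more than the error.

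With the alternatives set before the data were examined, Igf1 in bipolar cells lay apart from the paper's value without ω-3 replicate 1 (0.80) and without ω-3 replicate 2 (-0.038). For Igf1r in cones this held with classes by marker score (0.55) and without ω-3 replicate 2 (0.57). For Sparc it held without a filter on low counts (0.42), without ω-3 replicate 1 (0.16), without ω-3 replicate 2 (0.94) and without ω-6 replicate 2 (0.30).

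The paper reports Igf1, Igf1r and Sparc as changed between the diets. For Igf1 and Igf1r it also rests on qPCR of whole retinas, which was not examined here. Here no gene was called in any class by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no alternative called these 3 genes in the classes the paper names. The smallest adjusted p among them was 0.0520, for Sparc with mice of the same number as a block, in a range of 0.0520 to 1.000.

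In rods the paper places the terms of eye and axon development among the genes that rise in Phase I ROP. The lists here changed by -0.37 and -0.79 in rods, and with classes by marker score by 0.73 (called) and 0.33 (not called).

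Between the diets the paper describes lower expression of genes of visual signal transduction and visual development on the ω-6 diet in photoreceptors as well as in the inner retina. Figure 4 gives these as terms of synapses, circadian rhythm and eye development. Visual perception, a term the paper uses only for Phase I ROP against control, was read beside them. That list changed by 0.0055 in rods and -0.0024 in cones, and neither value was called. Without ω-3 replicate 1 rods gave -0.041, called lower. With the Reactome list the change was -0.071 in rods and 0.079 in cones, without a call, and with mice of the same number as a block cones gave 0.072, a call in the other direction. Synapse organization and circadian rhythm were not called in the classes tested. In bipolar cells they changed by 0.0085 and -0.069. Synapse organization was called lower without ω-3 replicate 1 in bipolar (-0.15) and amacrine cells (-0.093) and without ω-6 replicate 2 in amacrine cells (-0.12) and cones (-0.11). It was called higher in bipolar cells without ω-3 replicate 2 (0.31).

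For Müller glia the paper describes angiogenesis as held back on the ω-6 diet. The list of genes that restrain it changed by -0.079 and the list of genes that promote it by 0.043, and neither was called under any alternative. Without ω-3 replicate 2 the restraining list was at 0.019, and without ω-3 replicate 1 the promoting list was at -0.12.

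Figure 3B prints the number of cells of 5 classes, and of these the number of Müller glia found here, 1395, matches. Fewer rods (9980) and amacrine cells (3452) and more bipolar cells (3410) and cones (1100) were found here, with classes named anew from markers.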

Other observations

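The tests of chance, depth, RNAs without poly(A) tails, free rod RNA, transcript length and ribosomal protein genes were chosen only after the results were seen, although thinning itself was an alternative set earlier. The criteria for depth, transcript length and ribosomal protein genes were changed once their values were known. This moved depth in cones, length in amacrine cells between the diets, and ribosomal protein genes in bipolar and amacrine cells of Phase I ROP from undecided to argued against. It moved ribosomal protein genes in cones, bipolar and amacrine cells between the diets from argued against to undecided.

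The number of called genes between Phase I ROP and control was compared with that of other splits of the same 6 mice. In each of the 5 classes 1 of 10 splits, the real one, gave as many genes, and the largest count of any other split was 0. This comparison of splits cannot decide on chance, since 3 mice against 3 cannot give a share below 0.1. The calls themselves come from edgeR's adjusted test, where a mean of 4.33% to 7.48% of calls were false in simulated data. That argues against chance calls of single genes as the whole of these counts. The summed counts of a class differ between mice, so their depth was weighed by thinning all sums to the smallest total. UMIs per cell also differ between the groups, which thinning of sums leaves as they are, and their effect on the classes was not tested. Thinning left 2530 called genes in rods, 3670 in bipolar cells and 381 in Müller glia, of which 2424, 3510 and 334 were the same genes as before, which argues against the depth of the sums as the whole cause there. In amacrine cells the sums were nearly equal before thinning, from 847134 to 973252 UMIs in control and from 845309 to 982864 in Phase I ROP, and 4332 genes were called, so thinning tests nothing there and the sums leave these calls unexplained. In cones 119 of 547 genes tested were called at equal depth, against 594 of 3127 before, and 106 were shared. This also argues against the depth of the sums as the whole cause in cones, although most genes could no longer be tested.

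Small structured RNAs, most of which carry no poly(A) tail, were lower in Phase I ROP in 18 of 19 pairs of gene and class. Capture of RNAs without poly(A) tails may thus have differed between the libraries of control mice and those of STZ-treated mice, and this cannot be told apart from the treatment, since the groups were not mixed over libraries. Between the diets the medians of these genes over the classes ran from -0.027 to 0.31. Over all cells of a mouse, Rn7sk ran from 2.46 to 4.41 CPM on the ω-3 diet and from 7.50 to 16.2 on the ω-6 diet. For mt-Rnr2 the ranges were 3059.6 to 3612 and 4985 to 8232. Rmrp went the other way, at no more than 0.176 CPM on the ω-3 diet and 0 on the ω-6 diet. These genes were chosen after their values were seen. Preparation of the libraries and the diet therefore cannot be told apart either.

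The transcripts of oxidative phosphorylation genes are short, and short transcripts fell in Phase I ROP, so the list was set against 10000 draws of genes with matched transcript length. In cones, bipolar cells, amacrine cells and Müller glia 0, 0, 0 and 0 draws fell as far as the list (-0.78, -1.13, -1.14 and -0.67). The draws had means of -0.21 ± 0.10, -0.51 ± 0.094, -0.50 ± 0.084 and -0.21 ± 0.080 (SD over draws). Transcript length alone therefore leaves the list unexplained in these classes. In rods 399 draws reached -0.54, the value of the list, around a mean of -0.33 ± 0.12, so length and a change in metabolism cannot be told apart.

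Ribosomal protein genes are short and abundant but not metabolic, so a shift of all such transcripts would move them as far as the list. Over mice the list minus these genes differed between Phase I ROP and control by -0.43 ± 0.046 in cones, -0.47 ± 0.068 in bipolar cells, -0.40 ± 0.055 in amacrine cells and -0.51 ± 0.087 in Müller glia (log2, standard error, n = 3 each). Each interval at 0.05/9 left out 0, which argues against such a shift as the whole cause there. Ribosomal protein genes themselves changed by -0.32, -0.66, -0.73 and -0.16 in these classes, so a part of the fall may be shared with them. In rods the difference was -0.15 ± 0.036 and the interval held 0, so a shift of short abundant transcripts cannot be told apart there. A lower metabolism may thus hold outside rods as a hypothesis, with handling of the libraries still open (smallest rise of dissociation genes 1.64).

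Between the diets 0 length-matched draws reached the list in cones (0.31, draws 0.13 ± 0.045) and 2 in amacrine cells (0.31, draws 0.14 ± 0.053), which argues against length as the whole cause there. In rods 294 draws reached 0.35 (draws 0.20 ± 0.068) and in bipolar cells 454 reached 0.19 (draws 0.11 ± 0.047), so length and metabolism cannot be told apart in those classes. Over mice the list minus the ribosomal protein genes was higher on the ω-6 diet by 0.16 ± 0.069 in rods, 0.21 ± 0.061 in cones, 0.22 ± 0.088 in bipolar cells and 0.21 ± 0.10 in amacrine cells (standard error, n = 3 and 2). Each interval at 0.05/9 held 0, so with these few mice a shift of short abundant transcripts cannot be told apart. The ribosomal protein genes themselves changed by 0.18, 0.090, -0.041 and 0.10 in rods, cones, bipolar and amacrine cells.

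Visual perception genes moved in amacrine cells in both experiments, and RNA of rods, free in the cell suspension, is a candidate source. Such RNA reaches all droplets, so the list should move by a like amount in Müller glia. Between Phase I ROP and control the list rose by 1.77 in amacrine cells and by 1.76 in Müller glia, as free rod RNA would bring about. Between the diets it changed by -0.75 in amacrine cells and by -0.080 in Müller glia, which argues against free rod RNA as the whole cause and leaves doublets with rods or a change in amacrine cells open.

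Lists were also computed in classes the paper makes no statement on. In Phase I ROP circadian rhythm genes rose by 0.88 in rods, 1.82 in cones, 0.76 in bipolar cells, 0.81 in amacrine cells and 0.40 in Müller glia. With the gene at 0 counts in control set at its limit, the cone mean was 1.54 and the median 1.96. Genes of post-transcriptional regulation rose by 0.66 in rods, 1.08 in cones, 0.59 in bipolar cells, 0.56 in amacrine cells and 0.63 in Müller glia. Protein genes encoded by the mitochondrial genome changed by 0.50 in rods, 0.13 in cones, 0.29 in bipolar cells, 0.27 in amacrine cells and 0.31 in Müller glia between the diets. Glycolysis genes changed by 0.23 in Müller glia between the diets.

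Igf1r was higher in Phase I ROP than control, by 1.38 in rods, 1.32 in bipolar cells, 1.40 in amacrine cells and 1.10 in Müller glia, with adjusted p of 2.94e-04, 2.13e-04, 5.62e-05 and 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In cones it rose by 1.23 without a call (adjusted p = 0.110). Vegfa was called in bipolar cells (0.96, adjusted p = 0.0225) and amacrine cells (1.24, adjusted p = 0.00245), and in Müller glia it rose by 0.81 without a call (adjusted p = 0.0571). Kdr rose by 0.77 in Müller glia (adjusted p = 0.0132) and 1.44 in amacrine cells (adjusted p = 2.02e-04). Adipor1 rose by 1.16 in rods (adjusted p = 0.0140) and 1.23 in Müller glia (adjusted p = 0.0261), and on the diets it changed by -0.15 to 0.073 over the classes without a call.

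The cells that matched no marker set made up 3.92% ± 0.611 of cells in control, 0.523% ± 0.242 in Phase I ROP, 1.07% ± 0.138 on the ω-3 diet and 0.96% ± 0.238 on the ω-6 diet (SD, n = 3, 3, 2 and 3). Xist was at 35.0, 37.0 and 19.3 CPM in control replicates 1 to 3, 2.72, 1.17 and 1.43 in Phase I ROP replicates 1 to 3, 710.1 and 1.69 in ω-3 replicates 1 and 2, and 702, 1.93 and 639 in ω-6 replicates 1 to 3. Ddx3y, on the Y chromosome, was at 46.1, 42.1 and 51.6, 103, 89.3 and 89.8, 1.41 and 92.4, and 2.17, 83.6 and 0.918 CPM in the same order. For both genes no other library had a value within the range of the control libraries, which lay between the rest. For 3 other genes of the Y chromosome, control and Phase I ROP overlapped. Eif2s3y was at 35.4 to 48.1 CPM in control and 39.4 to 48.1 CPM in Phase I ROP, Uty at 19.5 to 32.3 CPM in control and 19.5 to 30.0 CPM in Phase I ROP, and Kdm5d at 17.0 to 24.2 CPM in control and 18.3 to 28.1 CPM in Phase I ROP. The paper states 3 control mice, and whether each control library held the cells of 1 mouse was not tested.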
